# RNA sequencing dataset describing transcriptional changes in cervical dorsal root ganglia after bilateral pyramidotomy and forelimb intramuscular gene therapy with an adeno-associated viral vector encoding human neurotrophin-3

**DOI:** 10.1016/j.dib.2018.09.099

**Published:** 2018-10-03

**Authors:** Claudia Kathe, Lawrence D.F. Moon

## Abstract

Unilateral or bilateral corticospinal tract injury in the medullary pyramids in adult rats causes anatomical and physiological changes in proprioceptive neurons projecting to the cervical spinal cord accompanied by hyperreflexia and abnormal behavioural movements including spasms. In a previous publication, we showed that “Intramuscular Neurotrophin-3 normalizes low threshold spinal reflexes, reduces spasms and improves mobility after bilateral corticospinal tract injury in rats” (Kathe et al., 2016) [1]. We hypothesize that neurotrophin-3 induces these changes by modifying gene expression in affected cervical dorsal root ganglia (DRG). Therefore in this data article, we analyzed the transcriptomes of cervical DRGs obtained during that previous study from naïve rats and from rats after bilateral pyramidotomy (bPYX) with unilateral intramuscular injections of either AAV1-CMV-NT3 or AAV1-CMV-EGFP applied 24 h after injury (Kathe et al., 2016) [1]. A bioinformatic analysis enabled us to identify genes that are likely to be expressed in TrkC+ neurons after injury and which were regulated by neurotrophin-3 in the direction expected from other datasets involving knockout or overexpression of neurotrophin-3. This dataset will help us and others identify genes in sensory neurons whose expression levels are regulated by neurotrophin-3 treatment. This may help identify novel therapeutic targets to improve sensation and movement after neurological injury. Data has been deposited in the Gene Expression Omnibus (GSE82197), http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=avgpicgcjhknzyv&acc=GSE82197.

**Specifications table**

**Table:** 

Subject area	*Biology*
More specific subject area	*Neuroscience*
Type of data	*Figures, tables*
How data was acquired	*RNA sequencing (*Illumina HiSeq. 2500*)*
Data format	Analyzed
Experimental factors	Three groups of rats: 1) bilateral pyramidotomy plus intramuscular injection of AAV1-CMV-NT3; 2) bilateral pyramidotomy plus intramuscular injection of AAV1-CMV-EGFP; 3) naïve, unoperated rats
Experimental features	Analysis of differential expression of poly A RNAs and small RNAs from cervical dorsal root ganglia of three groups of rats 10 weeks after surgery
Data source location	London, UK
Data accessibility	The data is available with this article. All RNAseq data are available in the GEO archive under the accession number GSE82197
	http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=avgpicgcjhknzyv&acc=GSE82197

**Value of the data**

• Our data show that gene expression in cervical dorsal root ganglia was modified by supraspinal injury which is useful because it reveals genes that may underlie maladaptive plasticity causing pain or spasticity. Our data could be compared to datasets from lumbar DRGs that are typically studied in animal models of pain.
• Our data can be used to show that expression levels of some genes in sensory dorsal root ganglia were normalized by intramuscular overexpression of neurotrophin-3. This is valuable because one may seek the overlap between this and related datasets to find genes that are regulated in sensory dorsal root ganglia by neurotrophin-3: some of the gene expression levels changed in the same direction as that predicted by work by other groups.
• This dataset will enable us and others to identify genes that underlie the anatomical and neurophysiological changes in proprioceptive circuits which occur after central nervous system injuries and which may be normalized by treatments. Therapeutic modification of gene expression in sensory ganglia may lead to functional consequences.

## 1 Data

These data sets relate to the article entitled “Intramuscular Neurotrophin-3 normalizes low threshold spinal reflexes, reduces spasms and improves mobility after bilateral corticospinal tract injury in rats” [1]. Gene count tables can be found in the Gene Expression Omnibus (GSE82197), http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=avgpicgcjhknzyv&acc=GSE82197. RNA sequencing revealed poly-A RNAs (Supplementary Table 2) and small RNAs (Supplementary Table 3) that were expressed in cervical DRG of unoperated (naïve) adult rats and of corticospinal tract injured rats either treated with intramuscular injections of AAV1-CMV-EGFP (bPYX+GFP) or AAV1-CMV-NT3 (bPYX+NT3). 

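Poly(A) RNA was sequenced from the C6-C8 DRG of 18 rats, with the ganglia from the treated side of each rat pooled into 1 library. The groups were 6 naïve rats (rats 41, 42, 43, 44, 45 and 49), 6 bPYX+GFP rats (rats 5, 15, 18, 21, 52 and 57) and 6 bPYX+NT3 rats (rats 2, 11, 17, 23, 39 and 40), as the paper's Supplementary Table 1 assigns them. Bilateral pyramidotomy cuts both corticospinal tracts in the medulla, and AAV1 is the viral vector that carried the NT3 or GFP gene into the forelimb flexors. The naïve rats were unoperated, and no group had surgery or vector without the injury. Changes called "after injury" here are those of bPYX+GFP against naïve rats. They cannot be divided between injury, surgery and vector. For 17 of the 18 rats, the title recorded with the deposited counts of that rat names another group than the paper does. The authors' count table for all rats groups them as the paper does, and in 18 of 18 rats the counts deposited per rat were identical to the column of the same rat number in that table, so the paper's groups are used here. That table also gives each column a running sample number, and the titles with these numbers name the paper's groups. The counts per rat were thus recorded under titles that belong to other rats.
The authors aligned the reads to Rnor_6.0 with TopHat2, kept 1 of each set of duplicate reads, counted the reads on each RefSeq identifier with HTSeq and deposited these counts without normalization. The read-pairs counted on genes ranged from 10357766 to 16002410 per naïve rat (median 13115662.5), from 10057787 to 13606184 per bPYX+GFP rat (median 11395576.5) and from 10850839 to 15411481 per bPYX+NT3 rat (median 13697734). These totals were not distinguishable between bPYX+GFP and naïve rats (p = 0.175), between bPYX+NT3 and naïve rats (p = 0.868) or between bPYX+NT3 and bPYX+GFP rats (p = 0.0758, two-sided exact permutation tests).
From the counts, each pair of groups was fitted on its own in edgeR, with TMM normalization and the quasi-likelihood test, over the genes with more than 10 reads in at least 6 of the 12 rats. For single genes an exact permutation test on log2 CPM after TMM normalization is given beside the edgeR p, and 0.00216 is the smallest p that 6 rats against 6 allow. All tests were two-sided and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. The standard error (SE) of a log2 fold change is its absolute value divided by the square root of edgeR's F statistic. Normalized counts are the counts divided by the TMM-scaled library size and multiplied by the mean of that size over the 18 rats. The test, the scaling, the filter on low counts and the number of groups in 1 fit were choices that could change the numbers. Small RNAs were not analysed here.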

Supplementary Tables 4 and 5 show RNAs that were regulated by bilateral pyramidotomy plus treatments. 

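Between bPYX+GFP and naïve rats, 377 of 11601 genes (3.25%) had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, of which 85 were higher and 292 lower in bPYX+GFP rats. Between bPYX+NT3 and naïve rats the number was 703 of 11693 genes (6.01%), with 361 higher and 342 lower. Between bPYX+NT3 and bPYX+GFP rats it was 201 of 11623 genes (1.73%), with 125 higher and 76 lower in bPYX+NT3 rats. If no gene differed, 5% of the genes tested would be called on average, which is 580.1, 584.6 and 581.1 genes for these comparisons. With Benjamini-Hochberg adjustment over all genes tested, 0 genes had an edgeR adjusted p under 0.05 in each of the 3 comparisons, and the smallest adjusted p was 0.201, 0.607 and 0.851 in the same order. Among the genes called at an unadjusted p under 0.05, the median absolute log2 fold change was 0.31 between bPYX+GFP and naïve rats, 0.32 between bPYX+NT3 and naïve rats and 0.39 between bPYX+NT3 and bPYX+GFP rats. The alternative that moved these numbers most was to leave out rat 57 of the bPYX+GFP group, which gave 2291 genes with an unadjusted p under 0.05 between bPYX+NT3 and bPYX+GFP rats. The adjusted number between bPYX+GFP and naïve rats was 13 with edgeR's likelihood ratio test. On simulated data, in which genes varied independently of each other, that test recovered more of the changed genes than the quasi-likelihood test but made more false calls. The adjusted number moved most, to 17, with the no-feature share of the reads as a covariate, an alternative chosen after seeing the data.

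**Figure D1:**
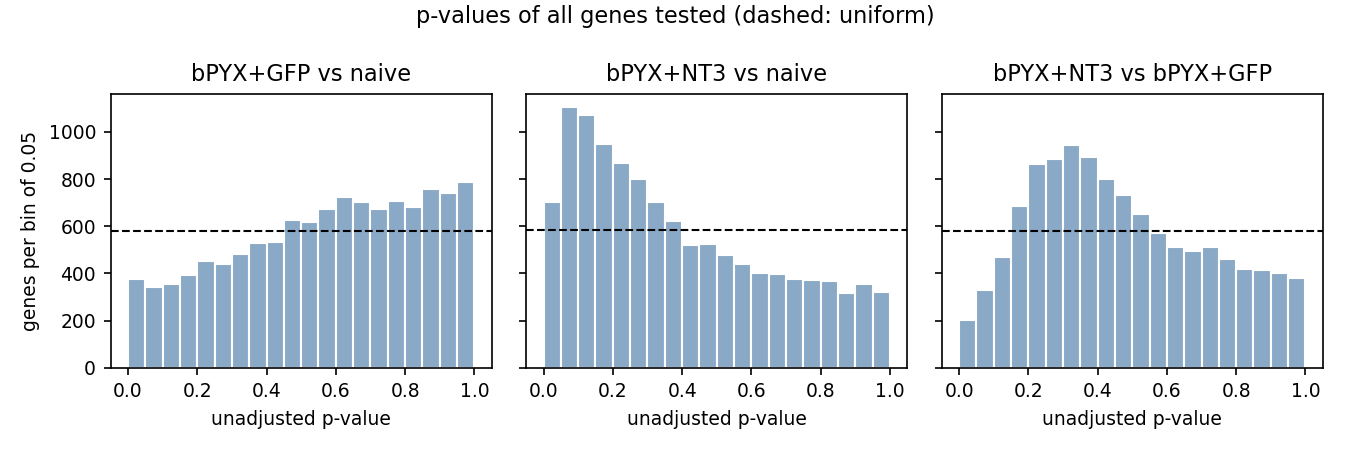
Unadjusted p-values of all genes tested in each comparison (x axis, from edgeR's quasi-likelihood test) in bins of 0.05, with the number of genes per bin on the y axis; the dashed line is the number per bin if p-values were spread evenly. In the first bin, bPYX+GFP versus naïve (377 genes) and bPYX+NT3 versus bPYX+GFP (201 genes) lie below the line and bPYX+NT3 versus naïve (703 genes) above it. Other splits of the same rats gave medians of 280, 215 and 206 genes with p under 0.05 in the same order, so the line is not their typical number.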

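In the same pairwise fits, 133 genes had an unadjusted p under 0.05 and the same direction against naïve rats in both the bPYX+GFP and the bPYX+NT3 group, and an unadjusted p over 0.05 between the 2 injured groups. Of these genes, 111 were lower and 22 higher than in naïve rats. Their median absolute log2 fold change against naïve rats was 0.31 in bPYX+GFP rats and 0.33 in bPYX+NT3 rats. Both comparisons use the same 6 naïve rats, so some genes are shared even where no gene differs. When the 18 rats were put at random into 3 groups of 6, the other 99 groupings gave from 3 to 3078 such genes, with a median of 26. Dropping the requirement of a p under 0.05 in bPYX+NT3 rats raised this number most, to 336 genes.
The 3 genes of Supplementary Table 6 with the largest changes between bPYX+GFP and naïve rats were *Zbtb16*, *Flt4* and *Stc1*. *Zbtb16* (NM_001013181) fell from 58.1 ± 27.5 normalized counts (SD, n = 6) in naïve rats to 30.1 ± 13.6 in bPYX+GFP and 27.4 ± 6.66 in bPYX+NT3 rats. Its log2 fold change against naïve rats was -0.93 (SE 0.340, unadjusted p = 0.0162, exact p = 0.0368) in bPYX+GFP rats, which was not under 0.05 when naïve rat 41 was left out, and -1.08 (SE 0.284, p = 0.00192, exact p = 0.0108) in bPYX+NT3 rats. *Flt4* (NM_053652) was higher than in naïve rats by a log2 fold change of 0.85 (SE 0.259, p = 0.00558, exact p = 0.00216) in bPYX+GFP and 1.14 (SE 0.290, p = 0.00157, exact p = 0.00216) in bPYX+NT3 rats, from a low level of 10.1 ± 3.70 normalized counts in the 6 naïve rats. *Stc1* (NM_031123) rose from 121.8 ± 20.4 normalized counts in naïve rats to 209.3 ± 65.5 and 223.8 ± 73.2, log2 fold changes of 0.78 (SE 0.201, p = 0.00176, exact p = 0.0152) and 0.87 (SE 0.201, p = 0.000707, exact p = 0.00433). For *Flt4* and *Stc1* both p-values stayed under 0.05 whichever rat was left out.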

Some RNAs were dysregulated by injury and stayed dysregulated with neurotrophin-3 (Supplementary Table 6). Some RNAs were dysregulated by neurotrophin-3 and not by injury alone (Supplementary Table 8). 

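In the fits of each pair of groups, 30 genes had an unadjusted p under 0.05 and the same direction in bPYX+NT3 rats against both other groups and an unadjusted p over 0.05 between bPYX+GFP and naïve rats. Relative to bPYX+GFP rats, 9 of them were lower and 21 higher. The median absolute log2 fold changes were 0.46 and 0.52 in the pair of comparisons. The bPYX+NT3 rats enter both comparisons, and the other 99 random groupings of the 18 rats gave from 2 to 1434 such genes, with a median of 36. Accepting a p under 0.05 in either comparison, as the legend of Supplementary Table 8 words it, moved this number most, to 689 genes.
The largest changes between bPYX+NT3 and bPYX+GFP rats among the genes of Supplementary Table 8 were those of *Adipoq*, *Mall* and *Map3k14*. *Adipoq* (NM_144744), which encodes adiponectin, had 24.3 ± 18.0 normalized counts (SD, n = 6) in bPYX+NT3 rats against 104.9 ± 100.4 in bPYX+GFP and 87.8 ± 97.0 in naïve rats. Its log2 fold change was -2.11 (SE 0.728, unadjusted p = 0.0120, exact p = 0.130) against bPYX+GFP and -1.85 (SE 0.735, p = 0.0248, exact p = 0.214) against naïve rats, but rats of one group differed widely, from 5.36 to 272.3 normalized counts in bPYX+GFP rats, and the exact tests did not separate bPYX+NT3 rats from either group. *Mall* (NM_001014182) had 16.7 ± 3.21 normalized counts in bPYX+NT3 rats against 7.31 ± 2.93 in bPYX+GFP and 8.64 ± 3.54 in naïve rats. This was a log2 fold change of 1.15 (SE 0.267, p = 0.000757, exact p = 0.00216) against bPYX+GFP rats and 0.90 (SE 0.268, p = 0.00472, exact p = 0.00216) against naïve rats, and each of the 6 bPYX+NT3 rats lay above every rat of the other groups. *Mall* had too few reads to be tested between bPYX+GFP and naïve rats. *Map3k14* (NM_001108301) was higher in bPYX+NT3 rats by 0.86 on the log2 scale against both groups (SE 0.290, p = 0.0106, exact p = 0.0152 against bPYX+GFP; SE 0.270, p = 0.00655, exact p = 0.0173 against naïve rats). Its count in bPYX+GFP rat 57, 31.2 normalized counts, lay far above the other 5 rats of that group, and without rat 57 the log2 fold change against bPYX+GFP rats was 1.21.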

Other RNAs were significantly dysregulated by injury and normalized with neurotrophin-3 treatment (Fig. 1, Fig. 2, Supplementary Table 7). For example, *Semaphorin 4C* was down-regulated in DRG after injury and but normalized by NT3 (Fig. 3A); immunolabelling showed that TrkC^+^ neurons with ulnar afferents (*i.e.*, from a treated muscle) had increased Sema4C expression after intramuscular neurotrophin-3 treatment, but not the cell bodies with afferents from the radial nerve (Fig. 3B–D).

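The number of genes with an unadjusted p under 0.05 both between bPYX+GFP and naïve rats and, in the opposite direction, between bPYX+NT3 and bPYX+GFP rats was 35. Of these, 26 were lower and 9 higher after injury with GFP, and their median absolute log2 fold change was 0.51 after injury and 0.45 with NT3. A bPYX+GFP group that differs by chance from both other groups gives changes in opposite directions, because the same 6 rats are compared with each of them. In the other 99 random groupings of the 18 rats the number of such genes ranged from 3 to 3558, with a median of 35. Across the 11543 genes tested in all 3 comparisons, 50.2% changed in opposite directions, against a median of 67.1% in those groupings, and the correlation of the log2 fold changes across genes, which are not independent replicates, was -0.22 against a median of -0.51. Leaving out rat 57 moved the number of genes most, to 203.
Of the genes of Supplementary Table 7, *Tgm1* (NM_031659) and *Crisp1* (NM_022859) are among the 3 with the largest changes between bPYX+GFP and naïve rats, with *Sprr1a*, which is shown in Fig. 2. *Tgm1* had 58.8 ± 43.3 normalized counts (SD, n = 6) in naïve, 25.2 ± 16.4 in bPYX+GFP and 69.1 ± 66.7 in bPYX+NT3 rats. The log2 fold change was -1.21 (SE 0.555, unadjusted p = 0.0475, exact p = 0.251) after injury and 1.44 (SE 0.622, p = 0.0363, exact p = 0.165) with NT3, and the p stayed under 0.05 in 3 and 5 of the 12 fits that each left out 1 rat. *Crisp1* had 147.8 ± 102.1, 60.8 ± 35.9 and 139.8 ± 118.4 normalized counts, log2 fold changes of -1.28 (SE 0.598, p = 0.04997, exact p = 0.366) and 1.20 (SE 0.518, p = 0.0374, exact p = 0.0974), with p under 0.05 in 2 and 7 of those 12 fits.

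**Figure D2:**
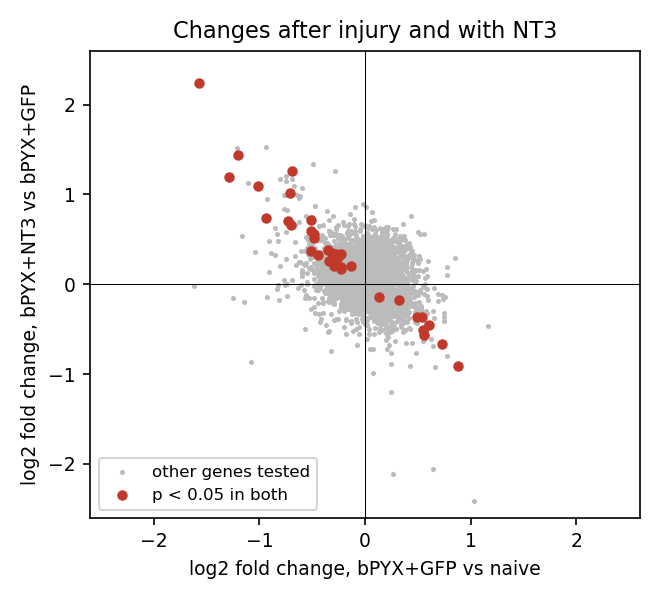
Log2 fold change of each of the 11548 genes tested in both comparisons, bPYX+GFP versus naïve on the x axis and bPYX+NT3 versus bPYX+GFP on the y axis; red points are the 35 genes with an unadjusted p under 0.05 in both and opposite directions. The 26 red points at the upper left were lower after injury and higher with NT3, and the 9 at the lower right the reverse.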

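*Sema4c* (NM_001106902) had 355.8 ± 75.6 normalized counts (SD, n = 6) in naïve, 283.1 ± 65.9 in bPYX+GFP and 373.7 ± 103.4 in bPYX+NT3 rats. The log2 fold change was -0.32 (SE 0.162) between bPYX+GFP and naïve rats, with an unadjusted p of 0.0650 (exact permutation p = 0.0758) and an edgeR quasi-likelihood adjusted p of 0.9998, and 5 of the 6 bPYX+GFP rats lay below the naïve median. With NT3 it was 0.40 relative to bPYX+GFP rats (SE 0.191), with an unadjusted p of 0.0566 (exact permutation p = 0.0714) and an edgeR adjusted p of 0.851, and 6 of the 6 bPYX+NT3 rats lay above the bPYX+GFP median. In both comparisons the unadjusted p was over 0.05. Rat 57, with 411.5 normalized counts against 238.6 to 295.4 in the other 5 bPYX+GFP rats, weighed on both. Without it the log2 fold changes were -0.47 and 0.54, and both edgeR p-values were under 0.05. The paper's Supplementary Table 4 lists likelihood ratios. With edgeR's likelihood ratio test on all rats, the unadjusted p was over 0.05 after injury and under 0.05 with NT3. With GLM tagwise dispersions in that test, also chosen after seeing the data, the unadjusted p was 0.0434 after injury and 0.032 with NT3. With the no-feature share of the reads as a covariate, chosen after seeing the data, the unadjusted edgeR p was 0.00012 after injury and 0.0711 with NT3. The paper states that *Sema4c* fell after injury and was normalized by NT3, and joins this to the immunolabelling, which has no counts among the values analysed here, to state that NT3 restored Sema4C in DRG neurons (Fig. 3).

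**Figure D3:**
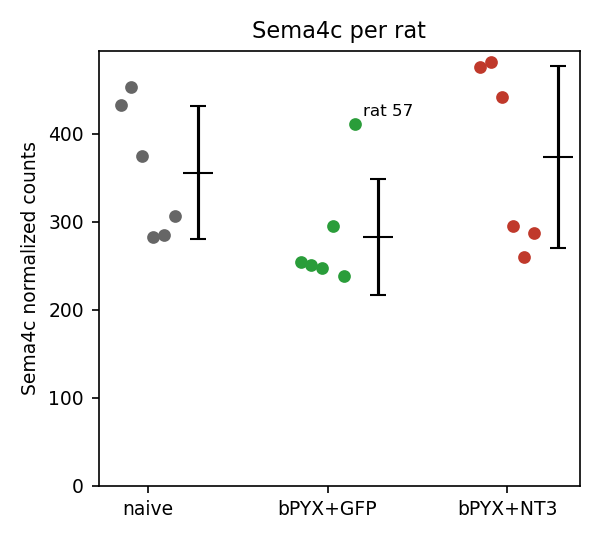
Normalized counts of *Sema4c* (y axis) in each of the 18 rats by group, with the group mean and SD as a bar beside the points. Rat 57 (411.5) lies above the other bPYX+GFP rats, and the bPYX+NT3 rats fall into 3 near the naïve rats with the highest counts and 3 between 259.9 and 295.4.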

**Fig. 1:**
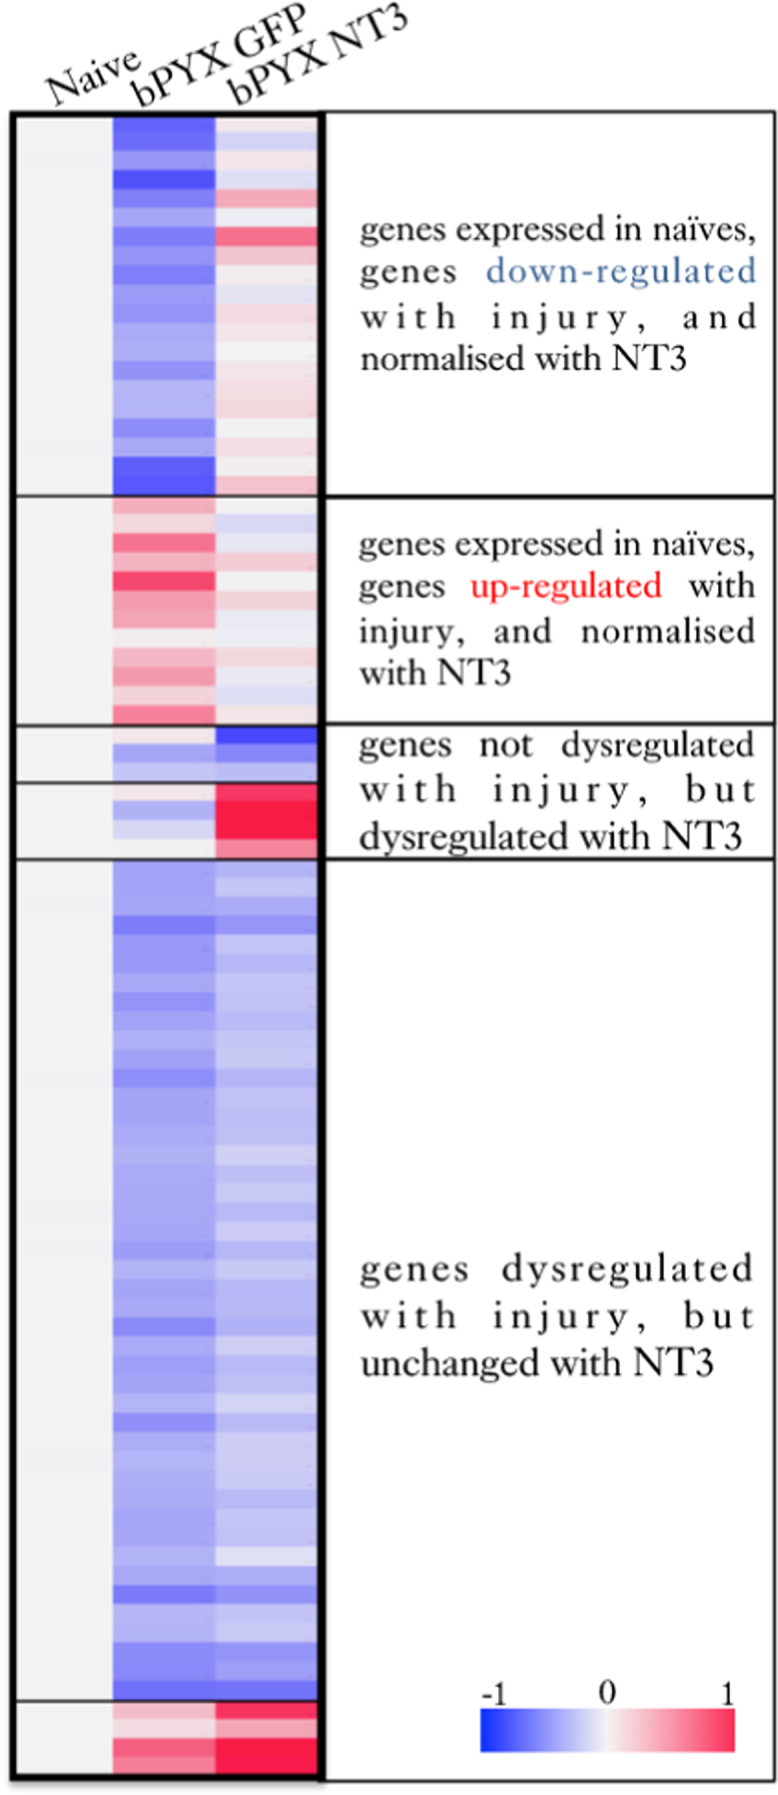
After bilateral transection of the corticospinal tract in the pyramids (bPYX), rats received unilateral intramuscular injections of either AAV1-CMV-NT3 or AAV1-CMV-GFP. Naïve rats were unoperated. Cervical 6–8 DRGs were removed 10 weeks after surgery. RNAseq of poly(A) RNA showed changes in gene expression between these three groups. Lists of poly(A) RNAs for these comparisons are provided in Transparency document, Transparency document.

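The 5 genes with the smallest p-values in each comparison show how large the changes were. Between bPYX+GFP and naïve rats these were *Ccnd1*, *Slc4a4*, *Bcl6b*, *Col15a1* and *Emp2*. *Ccnd1* (NM_171992), encoding cyclin D1, fell from 685.1 ± 63.9 normalized counts (SD, n = 6) in naïve rats to 490.9 ± 42.5 in bPYX+GFP rats, a log2 fold change of -0.48 (SE 0.076, adjusted p = 0.201 in edgeR's quasi-likelihood test). *Slc4a4* (NM_053424) rose by a log2 fold change of 0.32 (SE 0.053, unadjusted p = 3.47e-05, exact p = 0.00216) and *Bcl6b* (NM_001108279) by 0.59 (SE 0.102, p = 5.34e-05, exact p = 0.00216). *Col15a1* (NM_001100535) and *Emp2* (NM_001007721) fell, by log2 fold changes of -0.38 (SE 0.070, p = 0.000102, exact p = 0.00216) and -0.40 (SE 0.077, p = 0.000137, exact p = 0.00216). For all 5 genes the p stayed under 0.05 in the 12 fits that each left out 1 rat, and each bPYX+GFP rat lay beyond the naïve median.
*B3gnt5* (NM_053932), with the smallest p between bPYX+NT3 and naïve rats, fell from 434.6 ± 94.6 to 260.2 ± 56.4 normalized counts (SD, n = 6), a log2 fold change of -0.74 (SE 0.163, adjusted p = 0.607 in the same edgeR test). It was equally lower in bPYX+GFP than in naïve rats (-0.74, unadjusted edgeR p = 0.00116), and the injured groups did not differ (exact p = 0.924). *Lin28a* (-0.94, SE 0.208, unadjusted p = 0.000502, exact p = 0.00216), *L3hypdh* (-0.67, SE 0.152, p = 0.000615, exact p = 0.00216) and *Leprot* (-0.24, SE 0.056, p = 0.000657, exact p = 0.00216) were lower on the log2 scale and *Resp18* (0.30, SE 0.068, p = 0.000536, exact p = 0.00216) higher. In bPYX+GFP rats *Lin28a* was also lower than in naïve rats (exact p = 0.00433), as was *Leprot* (-0.16, unadjusted edgeR p = 0.0477, exact p = 0.0520). *L3hypdh* was not distinguishable there (exact p = 0.225). *Leprot* in naïve rat 44 lay apart from the other naïve rats, and without that rat its log2 fold change was -0.22, again with p under 0.05.
Between bPYX+NT3 and bPYX+GFP rats, *Padi3* (log2 fold change 1.25, SE 0.316, p = 0.00153, exact p = 0.00216), *Uhrf1* (1.07, SE 0.276, p = 0.00177, exact p = 0.00216) and *Rnf138l1* (0.81, SE 0.218, p = 0.00266, exact p = 0.00433) were higher with NT3, each from under 10 normalized counts on average in bPYX+GFP rats. *Frzb* (NM_001100527), from 214.2 ± 23.2 normalized counts in bPYX+GFP rats, was lower (-0.37, SE 0.096, p = 0.00205, exact p = 0.00433). *Mall* completed the 5, and the edgeR adjusted p of each was 0.851.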

**Fig. 2:**
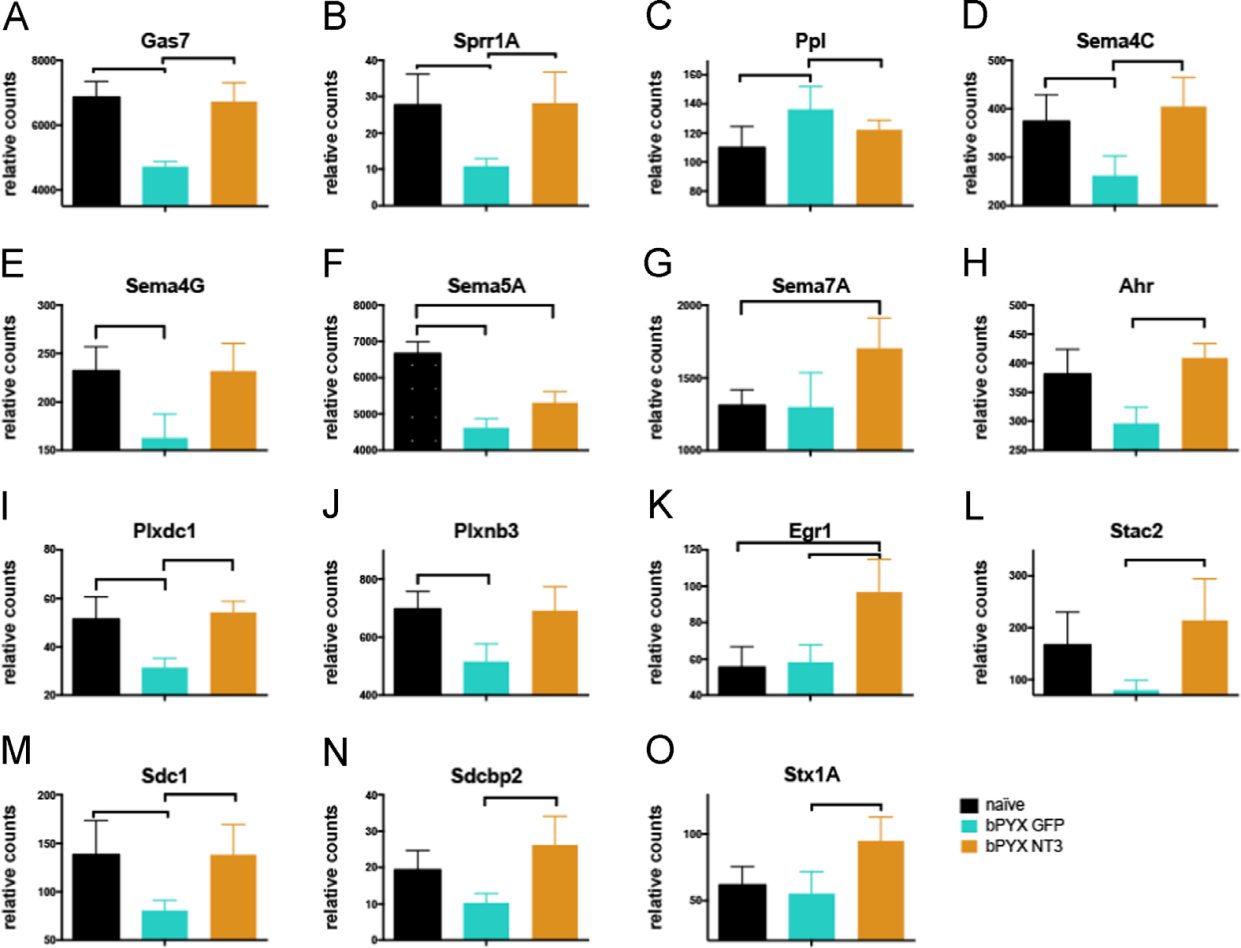
Neurotrophin-3 completely or partially normalizes the levels of many genes in DRG dysregulated by bilateral CST injury. (A)–(O) RNAseq expression values for selected genes, relative counts. (A)–(C) *Gas7*, *Sprr1A* and *Ppl* are important for cytoskeletal reorganization. (D)–(G) *Sema4C*, *Sema4G*, *Sema5A* and *Sema7A* are transmembrane Semaphorins. (H) *Ahr* is a transcription factor regulating Sema4C and Sema7a expression. (I)–(J) *Plxdc1* and *Plxbn3* belong to the group of plexins, which are binding partners for Semaphorins. (K) *Egr1* is a regeneration-associated gene thought to be important for synapse formation. (L)–(O) *Stac2, Sdc1*, *Sdcbp2* and *Stx1A* are synapse associated proteins. *n.b.*, y-axes are not always shown from zero upwards. Means ± SD. Brackets indicate *p* < 0.05.

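Fig. 2 marks 23 comparisons with brackets over 15 genes. In edgeR's quasi-likelihood test, 17 of the 23 had an unadjusted p under 0.05 and 6 did not, namely *Sprr1a* between bPYX+GFP and naïve rats, *Sema4c* and *Sdc1* in both of their brackets and *Stx1a* between bPYX+NT3 and bPYX+GFP rats. With adjustment over all genes tested, 0 of the 23 had an edgeR adjusted p under 0.05, the smallest being 0.461. Adjusted over the list alone, 1 of the 23 brackets was under 0.05 (*Gas7* between bPYX+GFP and naïve rats, adjusted p = 0.0116), and since the paper chose these genes on the same rats this is not independent evidence. By the exact permutation tests, 12 of the 23 had p under 0.05, and each of these 12 was also under 0.05 in edgeR. The number of brackets with an unadjusted p under 0.05 moved most, to 2, with the groups of the recorded titles. It was 10 without rat 5 and 19 with edgeR's likelihood ratio test.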

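*Gas7* (NM_053484) had 6690 ± 601 normalized counts (SD, n = 6) in naïve, 5268 ± 549 in bPYX+GFP and 6312 ± 1140 in bPYX+NT3 rats. It fell after injury by a log2 fold change of -0.34 (SE 0.076, unadjusted p = 0.000506, exact p = 0.00433), which stayed under 0.05 in 12 of 12 fits that each left out 1 rat. The rise with NT3 was 0.26 (SE 0.105, p = 0.0263, exact p = 0.0325). Rat 17 of the bPYX+NT3 group, with 8539 normalized counts, lay far above the other 5, and without it the rise was 0.16, with p over 0.05, and the p was also over 0.05 without rat 21 or 57. *Sprr1a* (NM_021864) was scarce and variable, with 25.3 ± 16.3 normalized counts in naïve, 11.7 ± 4.59 in bPYX+GFP and 25.8 ± 19.2 in bPYX+NT3 rats. Its log2 fold change was -1.11 (SE 0.536, p = 0.0575, exact p = 0.472) after injury and 1.13 (SE 0.457, p = 0.0277, exact p = 0.110) with NT3, with p under 0.05 in 2 of 12 fits for the former and 8 of 12 for the latter. *Ppl* (NM_001106976) went the other way, from 105.4 ± 21.1 normalized counts in naïve rats to 148.5 ± 27.4 in bPYX+GFP and 115.9 ± 15.4 in bPYX+NT3 rats. Its log2 fold change was 0.50 (SE 0.156, p = 0.00677, exact p = 0.0173, under 0.05 in 12 of 12 fits) after injury and -0.36 (SE 0.141, p = 0.0226, exact p = 0.0455, under 0.05 in 9 of 12 fits) with NT3.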

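The other 3 semaphorins did not change alike. *Sema4g* (NM_001108526) had 224.2 ± 40.2 normalized counts (SD, n = 6) in naïve, 176.4 ± 37.6 in bPYX+GFP and 215.4 ± 47.9 in bPYX+NT3 rats. Its log2 fold change after injury was -0.34 (SE 0.150, unadjusted p = 0.0402, exact p = 0.0433, under 0.05 in 3 of 12 fits that each left out 1 rat), and with NT3 it was 0.29 (SE 0.165, p = 0.107, exact p = 0.115). Rat 57, with 251.7 normalized counts, lay apart from the other bPYX+GFP rats, and without it these were -0.48 and 0.42, both with p under 0.05, as was the latter without bPYX+NT3 rat 39. *Sema5a* (NM_001107659) was lower than in naïve rats (6583 ± 1048 normalized counts) in both injured groups, 5192 ± 989 in bPYX+GFP and 5081 ± 950 in bPYX+NT3 rats, with log2 fold changes of -0.34 (SE 0.128, p = 0.0179, exact p = 0.0346) and -0.37 (SE 0.138, p = 0.0166, exact p = 0.0152), and it did not differ between the injured groups (exact p = 0.842). Rat 11 of the bPYX+NT3 group was the lowest, with 3218 normalized counts, and without it the log2 fold change of bPYX+NT3 against naïve rats was -0.27, with p under 0.05. *Sema7a* (NM_001108153) rose from 1273 ± 116 normalized counts in naïve to 1570 ± 265 in bPYX+NT3 rats, a log2 fold change of 0.30 (SE 0.103, p = 0.0108, exact p = 0.0390). In bPYX+GFP rats it was 1405 ± 415, not distinguishable from either group. Rat 57 had 2180 normalized counts against 1119 to 1574 in the other 5. Without it, the log2 fold change was -0.030 between bPYX+GFP and naïve rats, with p over 0.05, and 0.33 between bPYX+NT3 and bPYX+GFP rats, with p under 0.05.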

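*Ahr* (NM_013149) had 366.7 ± 50.1 normalized counts (SD, n = 6) in naïve, 324.4 ± 31.9 in bPYX+GFP and 385.4 ± 42.9 in bPYX+NT3 rats. It was higher with NT3 than with GFP by a log2 fold change of 0.25 (SE 0.091, unadjusted p = 0.0171, exact p = 0.0173), in each of the 6 bPYX+NT3 rats relative to the bPYX+GFP median and with p under 0.05 whichever rat was left out. The fall after injury, -0.17 (SE 0.098, p = 0.0967, exact p = 0.119), was within the spread between rats, but had p under 0.05 without naïve rat 49 or bPYX+GFP rat 21.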

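*Plxdc1* (NM_001107046) had 48.2 ± 13.6 normalized counts (SD, n = 6) in naïve, 34.5 ± 8.65 in bPYX+GFP and 51.1 ± 8.44 in bPYX+NT3 rats. The log2 fold change was -0.49 (SE 0.214, unadjusted p = 0.0387, exact p = 0.0671, under 0.05 in 6 of 12 fits that each left out 1 rat) after injury and 0.56 (SE 0.186, p = 0.00929, exact p = 0.0130, under 0.05 in 12 of 12 fits) with NT3. *Plxnb3* (NM_001135878) fell from 676 ± 90.8 normalized counts in naïve rats to 564.1 ± 83.2 in bPYX+GFP rats, by a log2 fold change of -0.26 (SE 0.110, p = 0.0342, exact p = 0.0455, under 0.05 in 5 of 12 fits). In bPYX+NT3 rats it was 640.5 ± 131, which did not differ from bPYX+GFP rats (log2 fold change 0.18, SE 0.138, p = 0.206, exact p = 0.299).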

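*Egr1* (NM_012551) had 51.9 ± 20.04 normalized counts (SD, n = 6) in naïve, 63.1 ± 15.4 in bPYX+GFP and 88.4 ± 29.5 in bPYX+NT3 rats. Between bPYX+NT3 and naïve rats the log2 fold change was 0.76 (SE 0.259, unadjusted p = 0.0111, exact p = 0.0260, under 0.05 in 12 of 12 fits that each left out 1 rat). Against bPYX+GFP rats it was 0.49 (SE 0.223, p = 0.0467, exact p = 0.0736, under 0.05 in 4 of 12 fits). Rat 57, with 92.8 normalized counts, was far above the other bPYX+GFP rats, and without it the latter was 0.64, with p under 0.05. The difference between bPYX+GFP and naïve rats was within the spread between rats (0.28, SE 0.238, p = 0.263, exact p = 0.219).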

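*Stac2* (NM_001108834) had 84.5 ± 42.9 normalized counts (SD, n = 6) in bPYX+GFP and 190.3 ± 155 in bPYX+NT3 rats, a log2 fold change of 1.17 (SE 0.508, unadjusted p = 0.0379, exact p = 0.145, under 0.05 in 7 of 12 fits that each left out 1 rat), against 148.6 ± 114 in naïve rats. *Sdc1* (NM_013026) had 127.2 ± 59.1 in naïve, 88.3 ± 19.9 in bPYX+GFP and 126.9 ± 62.8 in bPYX+NT3 rats, and neither its fall after injury (-0.53, SE 0.285, p = 0.0840, exact p = 0.264) nor its rise with NT3 (0.52, SE 0.280, p = 0.0825, exact p = 0.223) was larger than the spread between rats. For *Sdc1* the p was under 0.05 in 1 of 12 fits after injury, where the log2 fold change was -0.70 without naïve rat 49, and in 3 of 12 with NT3. *Sdcbp2* (NM_001025692) was scarce, with 11.0 ± 5.69 normalized counts in bPYX+GFP and 23.8 ± 16.3 in bPYX+NT3 rats, a log2 fold change of 1.09 (SE 0.468, p = 0.0357, exact p = 0.106, under 0.05 in 6 of 12 fits). Its mean of 17.6 ± 8.87 in naïve rats included rat 42, which had 33.9 and lay apart from the other 5. *Stx1a* (NM_053788) had 57.4 ± 23.1 in naïve, 57.5 ± 31.3 in bPYX+GFP and 86.4 ± 28.2 in bPYX+NT3 rats, and its log2 fold change with NT3 was 0.57 (SE 0.304, p = 0.0805, exact p = 0.0714). Without rat 57, whose 119.6 normalized counts lay above all other bPYX+GFP rats, it was 0.93, with p under 0.05, and the p was also under 0.05 without bPYX+NT3 rat 39.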

**Fig. 3:**
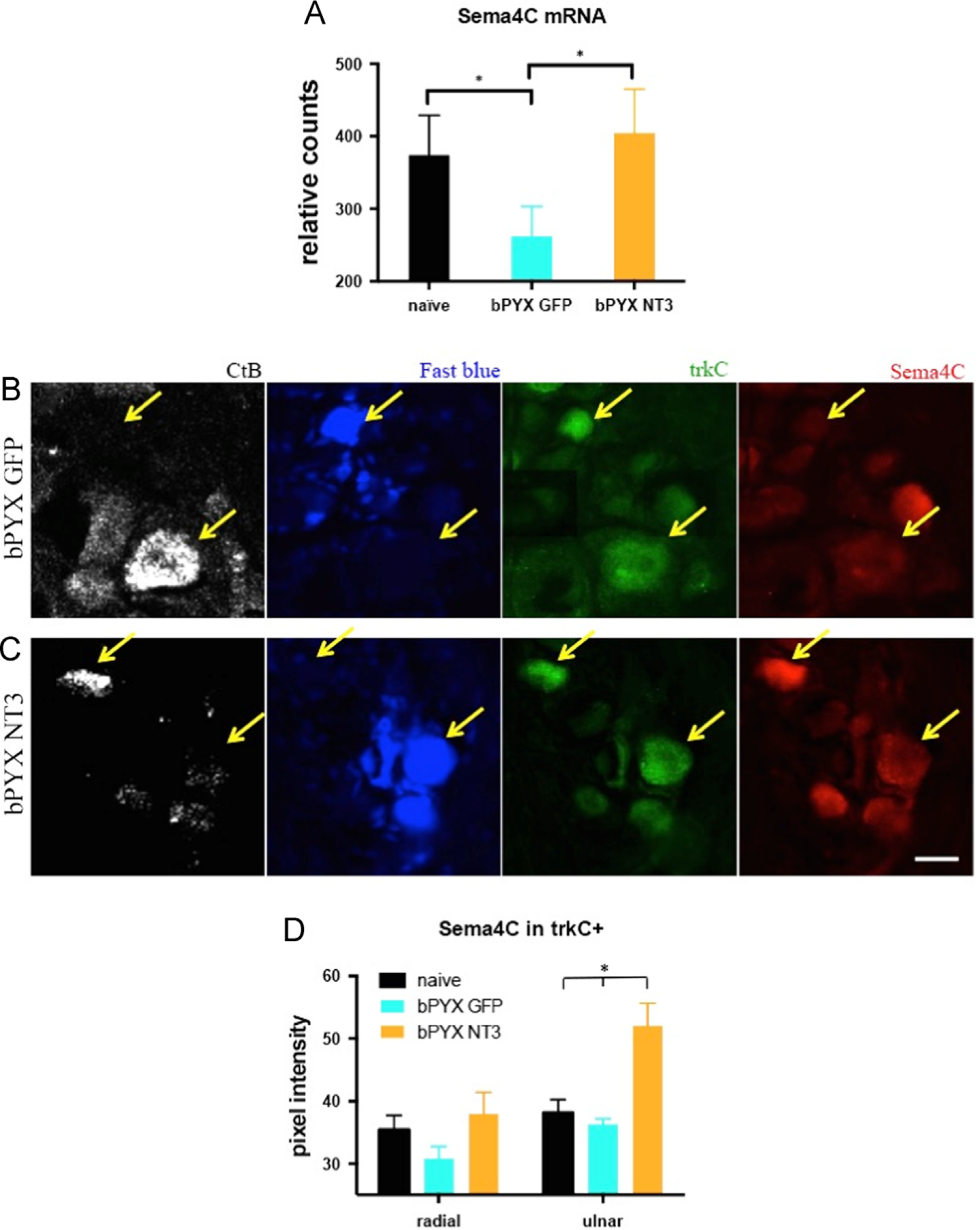
AAV1-CMV-NT3 restores the expression of the axon guidance molecule Sema 4C in cervical DRG neurons. (A) RNAseq showed that *Sema4C mRNA,* a transmembrane axon guidance molecule, was downregulated in bPYX+GFP animals. NT3 normalized Sema4C mRNA levels. (B–C) The ulnar nerve contains afferents from forelimb muscles that were treated with intramuscular AAV-NT3, whereas the radial nerve contains afferents from non-injected muscle groups. Ulnar and radial dorsal root ganglion neurons were traced with CTb and Fast blue respectively. They were immunolabelled with antibodies against TrkC and Sema4C. Yellow arrows indicated CTb^+^ TrkC^+^ and Fast blue^+^ TrkC^+^ example neurons, which were analysed for Sema4C staining intensity. (D) Pixel intensity was increased in ulnar nerve TrkC^+^ dorsal root ganglia neurons after neurotrophin-3 treatment (two-way ANOVA, group *F* = 11.5 *p* < 0.001; ulnar nerve DRG neurons bPYX+NT3 vs naive/bPYX+GFP, *p*-values < 0.01). Means ± SDs. Sema4C׳s binding partner Plexin B2 is expressed by spinal motor neurons as well as other spinal neurons (Allen Brain Atlas; adult mouse spinal cord).

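Before normalization, *Sema4c* (NM_001106902) was counted 374 ± 135 times per rat (SD, n = 6) in naïve rats, 261.8 ± 101.5 times in bPYX+GFP rats and 404.7 ± 148.4 times in bPYX+NT3 rats. The bPYX+GFP libraries held the fewest reads on average, with a mean of 11722349 read-pairs on genes against 13257164 in naïve and 13444505 in bPYX+NT3 rats, so unnormalized counts of an unchanged gene were also lower in this group.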

To identify genes that might be regulated in TrkC+ neurons by NT3, we analysed a dataset (GSE38074) of mRNAs from TrkC^+^ neurons from postnatal day 0 DRG either of mice with increased muscular neurotrophin-3 (mlcNT3 versus wildtype control) or of mice lacking neurotrophin-3 (on a Bax knockout background to prevent cell death; NT3KO BaxKO versus BaxKO) [2]. 

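In the rats, *Spry4*, *Rasgef1c*, *Rtn4ip1*, *Plk2* and *Vgf* were each higher in bPYX+NT3 than in bPYX+GFP rats with an unadjusted p under 0.05 in edgeR's quasi-likelihood test. Adjusted over all genes tested, each had an edgeR adjusted p of 0.851. Adjusted over the list alone, 5 of 5 were under 0.05 (smallest adjusted p = 0.0343), which is not independent evidence because the paper chose the list in part on the same rats. *Spry4* (NM_001106150) rose from 412.8 ± 41.4 normalized counts (SD, n = 6) in bPYX+GFP to 533.8 ± 103 in bPYX+NT3 rats, a log2 fold change of 0.37 (SE 0.121, unadjusted p = 0.00822, exact p = 0.0238), and its p stayed under 0.05 whichever rat was left out. *Vgf* (NM_030997) rose from 159.7 ± 31.7 to 233.4 ± 86.1 (log2 fold change 0.55, SE 0.221, p = 0.0270, exact p = 0.0541, under 0.05 in edgeR in 8 of 12 fits that each left out 1 rat). *Rasgef1c* (NM_001108273) rose from 173.4 ± 18.2 to 217.6 ± 47.4 (0.33, SE 0.142, p = 0.0363, exact p = 0.0519, under 0.05 in 6 of 12 fits) and *Rtn4ip1* (NM_001107644) from 235.9 ± 42.4 to 295.9 ± 45.7 (0.33, SE 0.134, p = 0.0274, exact p = 0.0433, under 0.05 in 9 of 12 fits). *Plk2* (NM_031821) rose from 692.1 ± 77.3 to 819.9 ± 115 (0.24, SE 0.097, p = 0.0250, exact p = 0.0346). Rat 17 stood above the other bPYX+NT3 rats for *Plk2*, with 1036 normalized counts, and without it the log2 fold change was 0.17, with p over 0.05. The p was also over 0.05 without rat 5 or 57. The mouse TrkC+ neurons were not analysed here.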

We discovered five genes (Table 2) whose levels were higher in our key comparison (bPYX+NT3 vs bPYX+GFP) and also higher in mlcNT3 vs wildtype and lower in NT3KO BaxKO vs BaxKO. In future, this dataset will allow us and others to study gene expression changes related to neuronal plasticity in more detail.

**Table 2:** The levels of five mRNAs correlated with higher NT3 in all three key comparisons: bPYX+NT3 v bPYX+GFP, mlcNT3 vs wildtype and NT3KO BaxKO v BaxKO (*p* < 0.05). Vgf (*n.b.*, not acronymic and not Vegf) is a secreted peptide known to be expressed in sensory ganglia and whose expression is upregulated by neurotrophins [3]. We did not find any genes whose levels correlated negatively with NT3 levels in all three comparisons (i.e., were lower in bPYX+NT3 vs bPYX+GFP and lower in mlcNT3 vs wildtype and higher in NT3KO BaxKO vs BaxKO).

	Log_2_ fold change in bPYX+NT3 vs bPYX+GFP	Log_2_ fold change in mlcNT3 vs wildtype	Log_2_ fold change in NT3KO BaxKO versus BaxKO
Spry4	0.4	2.2	− 1.7
Rasgef1c	0.3	0.4	− 0.6
Rtn4ip1	0.3	0.4	− 0.8
Plk2	0.2	0.6	− 1.2
Vgf	0.5	1.2	− 2.5

## 2 Experimental design, materials and methods

Adult rats received bilateral transection of the corticospinal tracts in the medullary pyramids (bPYX). Twenty-four hours later, rats received unilateral injection into their forelimb flexors of either an Adeno-associated viral vector (AAV1) encoding human neurotrophin-3 (NT3) or Green Fluorescent Protein (GFP). These rats underwent behavioural testing, neurophysiological assessment and nerve tracing and tissues were recovered for histology as described elsewhere [1]. Owing to the fact that we found evidence that intramuscular neurotrophin-3 affects spinal networks via proprioceptive afferents, we decided to investigate transcriptional changes in the ipsilateral cervical DRGs. C6-C8 cervical dorsal root ganglia (DRG) from the treated side were removed ten weeks after transection and snap frozen in liquid nitrogen. DRG were pooled from the treated side, homogenized and Poly(A) RNAs and small RNAs were sequenced separately. All animal experiments were performed after appropriate review by the Animal Welfare Ethical Review Board at King׳s College London and subject to our Home Office Project Licence (70/7865). We isolated RNA from homogenates of DRGs to assess overall gene expression in neurons and glia.

### 2.1 Total RNA extraction for sequencing

Total RNA for sequencing was extracted from C6-C8 DRGs which were pooled unilaterally from the treated side per animal (and not between animals). Tissue was homogenized in QIAZOL (Qiagen, 79306) and nucleic acids were separated in Phase Locked Gel columns (5Prime, 230 2830). 1.5 volumes of 100% ethanol were added to the aqueous phase and transferred to filtered spin columns from the extraction kit for poly A RNA and small RNAs (miRNeasy kit, Qiagen, 217004) and we proceeded according to manufacturer׳s instructions. Samples were also DNase I treated with double volume of the recommended amount (Qiagen, 79254). We estimated the total RNA quality and quantity by spectrophotometry (NanoDrop, ND-1000) and measured the RNA integrity numbers (RINs) (Agilent RNA 6000 Nano Reagents Part I and Agilent 2100 Bioanalyzer). The RIN for each sample was greater than 7.6, with an average of 8 (Supplementary Table 1).

### 2.2 Poly A RNA sequencing and analysis

The samples were subjected to poly(A) enrichment with oligo-dT beads (Illumina) and the library was prepared using the TruSeq Stranded prep kit (Illumina). Samples were run as a barcoded multiplex over 4 lanes on the Illumina HiSeq. 2500 platform using the Rapid SBS kit v2 (50 bp read length, paired end). Illumina universal paired end adapters were used:

5׳ P-**GATCGGAAGAGC**GGTTCAGCAGGAATGCCGAG.

5׳ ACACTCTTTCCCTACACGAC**GCTCTTCCGATC**T.

The success of the sequencing run and quality of the raw data were assessed by a range of metrics using custom scripts. The 50 bp paired-end reads were aligned to the Rattus norvegicus reference genome (Rnor_6.0) using TopHat2 with default parameters (except for setting mate-inner-dist = 100 and mate-std-dev = 50). Just over 30 million read-pairs per sample were obtained on average (mean ± SD, 32.1 ± 4.4 million) and around 94% of these could be aligned to the reference genome. Duplicate reads were identified using Picard Tools MarkDuplicates (Picard Tools by The Broad Institute) and the highest quality read at each position was retained. 

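The deposited counts of each rat list 18092 RefSeq identifiers, 17501 of messenger RNAs (NM) and 591 of non-coding RNAs (NR). Of these, 15385 had at least 1 read in any of the 18 rats, and 15075 of those were NM identifiers, which are the ones used here. Of the 15075, 14396 could be paired with a gene symbol, 3957 through the paper's supplementary tables and 14193 through a RefSeq gene table of the assembly GRCr8, which was used for names and gene lengths only because the authors' build was Rnor_6.0. The copy of Supplementary Table 2 used for names holds 1998 of its 15075 genes.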

Reads mapping to each gene feature were counted using HTseq to create a raw gene count table for 15,075 RefSeq annotated genes with at least one mapped read (Supplementary Table 2). Due to a relatively large number of reads annotated as ‘no feature’ (i.e. mapping to intronic or intergenic regions) and exclusion of duplicate reads and those mapping to multiple locations, the total number of read-pairs mapped to gene features per sample was 12.8 ± 1.8 million (mean ± SD). 

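In the deposited counts, the read-pairs on genes were 12808006 ± 1788004 per rat (SD, n = 18). HTSeq assigned from 24670498 to 37912362 read-pairs per rat to a gene or to one of its other categories. Of these, 33.3 ± 0.939% (range 30.8% to 34.6%) were assigned to no feature, from 2.79% to 3.41% were ambiguous between features and from 19.002% to 22.25% mapped to more than 1 location. The 10 genes with the most reads took from 4.15% to 4.83% of the reads on genes. The no-feature share did not differ between groups (exact permutation tests, p = 0.862 between bPYX+GFP and naïve, p = 0.288 between bPYX+NT3 and naïve and p = 0.390 between bPYX+NT3 and bPYX+GFP rats).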

Further quality control plots and exploratory analyses including principal component analysis (PCA) were performed to assess the overall behaviour of the dataset. 

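In a principal component analysis of log2 CPM (prior count 2) of the 11821 genes with more than 10 reads in at least 6 of the 18 rats, the first component (PC1) held 45.8% of the variance, the second 13.2% and the third 5.78%. The groups did not separate along PC1 (exact permutation tests, smallest p = 0.188). Rats 57 (bPYX+GFP) and 11 (bPYX+NT3) lay at one end, at -43.4 and -52.8. PC1 followed the share of reads that HTSeq assigned to no feature, with Pearson's r = 0.945 (p = 1e-05, the smallest that 100000 resamples can give) and Spearman's rho = 0.891 (p = 2e-05) over the 18 rats. Without rats 57 and 11, which are farthest from the median share, r was 0.870 (permutation p = 1e-05). Within groups r was 0.939, and in the 6 rats of each group it was 0.923 in naïve, 0.973 in bPYX+GFP and 0.928 in bPYX+NT3 rats. No sequencing batch is recorded for the rats, which the paper ran as 1 multiplex. Of the 7 relations computed, this one had a Benjamini-Hochberg adjusted p of 2.33e-05. With the total count PC1 had r = -0.625 (p = 0.00491, adjusted p = 0.00687; Spearman's rho = -0.699, p = 0.00171; r = -0.604 without the 2 rats farthest from the median total), and with the RIN score r = -0.0997 (p = 0.691, adjusted p = 0.691; rho = -0.0458, p = 0.856).

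**Figure D4:**
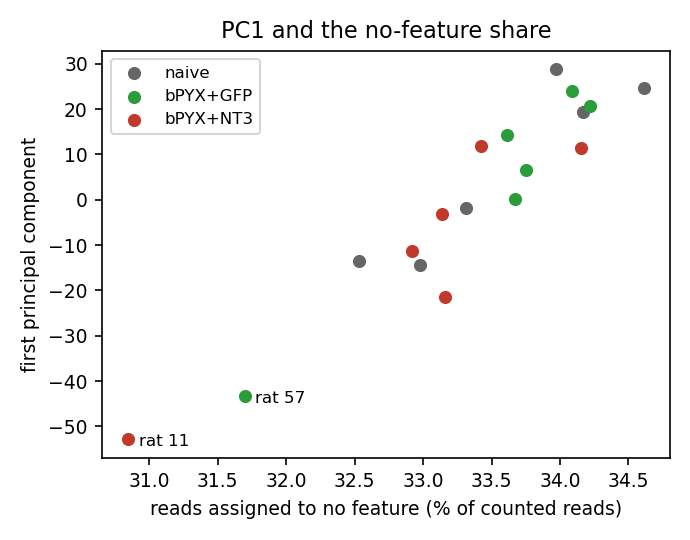
First principal component of log2 CPM (y axis) against the percentage of read-pairs that HTSeq assigned to no feature (x axis), 1 point per rat, coloured by group. Rats 11 and 57, with 30.8% and 31.7%, lie lowest, and rats of all 3 groups are spread along the same line.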

Although minor outliers were observed, all samples were included for subsequent analysis for mRNA expression profiles. 

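With the filter read as more than 10 reads in at least 6 of the 12 rats of a comparison, 11601 genes were tested between bPYX+GFP and naïve rats, 11693 between bPYX+NT3 and naïve rats and 11623 between bPYX+NT3 and bPYX+GFP rats. A mean of more than 10 reads over the 12 rats kept 11680, 11768 and 11729 genes.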

A detection filter requiring > 10 reads on average in at least 6 samples was applied and 11,528 genes were considered expressed and retained for differential expression analysis using the EdgeR package comparing and creating the following three data sets: bPYX+GFP vs naive, bPYX+NT3 vs bPYX+GFP, bPYX+NT3 vs naive. Lists of differentially regulated poly(A) RNAs were based on *p* < 0.05; changes in expression level (log_2_ fold change) for all poly(A) RNAs (i.e., whether significantly regulated or not) for all three comparisons is provided in Supplementary Table 4.

### 2.3 Small RNA sequencing and analysis

Libraries were prepared using the Small Library Prep Set for Illumina (NEBNext, multiplex compatible; NEB) using custom index primers. Samples were run as a barcoded multiplex over 4 lanes on the Illumina HiSeq. 2500 platform using the Rapid SBS kit v2 (50 bp read length, single end).

miRNA data was mapped to RNor_5.0, in the absence of a miRNA resource for rn6 at that time. The total number of reads was around 13 million (Mean: 13.5 M, SD: 1.7 M). Of those, 96.7% mapped to the target regions and 93.5% mapped to miRNA features. For miRNA sequencing, the analysis pipeline included adapter trimming prior to mapping, and used the short-read aligner Bowtie2. The count table (Supplementary Table 3) was generated with HTSeq-count. RNA sequencing analyses including QC and exclusion of samples from analysis was performed by an impartial third party bioinformatician: one outlier (rat #41) was identified in the QC plots and excluded for further analysis. A detection filter requiring > 10 reads on average in at least 6 samples was applied and 363 small RNAs were considered expressed and retained for differential expression analysis using the EdgeR package comparing and creating following data sets: bPYX+GFP vs naive, bPYX+NT3 vs bPYX+GFP, bPYX+NT3 vs naive. Lists of differentially regulated small RNAs were based on *p* < 0.05. Changes in expression level (log_2_ fold change) for all small RNAs (*i.e.*, whether significantly regulated or not) for all three comparisons is provided in Supplementary Table 5.

### 2.4 Bioinformatic analyses

Next, three lists of poly(A) RNAs were created that were differentially regulated in two of our comparisons. This revealed genes that were 1) dysregulated after injury and then normalized with NT3 treatment, 2) dysregulated after injury and not normalised with NT3 treatment, 3) not dysregulated after injury, but dysregulated with NT3 treatment (Supplementary Tables 6-8).

To identify genes that might be regulated in TrkC+ neurons by NT3 in our experiment, we next took advantage of a publicly available microarray dataset (GSE38074) containing information about expression of mRNAs (but lacking information about small RNAs) in fluorescence-activated cell sorted TrkC^+^ neurons from the postnatal day 0 DRG either of mice with increased muscular NT-3 (mlcNT3 versus wildtype control; *n* = 2/group) or of mice lacking NT-3 (on a Bax knockout background to prevent cell death during development; NT3KO BaxKO versus BaxKO; *n* = 2/group) [2]. We sought genes whose levels correlated positively with NT3 levels in these two comparisons and in bPYX+NT3 versus bPYX+GFP.

### 2.5 Immunofluorescence staining

Tissues were obtained from a previous study [1]. We evaluated with immunolabeling (Table 1) whether neurotrophin-3 treatment regulates Sema4C expression specifically in TrkC^+^ afferent neurons, which include proprioceptive afferents. We distinguished between ulnar and radial afferents by retrograde tracing with Cholera toxin beta (Ctb) subunit and Fast blue respectively (Fig. 3B, C).

**Table 1:** Table showing primary and secondary antibodies.

Antibody	Supplier and Cat number	Concentration
Goat anti-Sema4C	Santa Cruz sc-169282	1:200
Rabbit anti-TrkC	CST 3376	1:1600
Goat anti-CtB	List Laboratories 703	1:2000
Alexa 488 donkey anti-goat	Life Technologies A11055	1:1000
Alexa 488 donkey anti-rabbit	Life Technologies A21206	1:1000
Alexa 594 goat anti-rabbit	Life Technologies A11012	1:1000
DyLight 650 donkey anti-goat	Abcam ab96938	1:1000

Immediately after performing nerve neurophysiology, rats were transcardially perfused with PBS pH 7.4 and tissues were dissected rapidly. Tissue for sectioning on the cryostat was post-fixed by immersion in 4% paraformaldehyde in PBS pH 7.4 overnight and cryoprotected in 30% sucrose in PBS pH 7.4. Tissue was frozen and embedded in O.C.T., DRGs were sectioned transversely at 10 μm thickness respectively and directly mounted onto glass slides. Immunofluorescence staining was performed [1] using antibodies shown below (Table 1). All antibodies were verified by their manufacturer. The Sema4C antibody is raised against a peptide mapping with a C-terminal cytoplasmic domain of Sema4C human origin.

### 2.6 Image analysis

Image analysis was performed with Image J or Zen Imaging software. Pixel intensity of Sema4C staining was analysed in dorsal root ganglia neurons, which contained afferents from ulnar (CTb positive) and radial (Fast blue positive) nerve. The pixel intensity of the cytoplasm of TrkC^+^ neurons was measured. 8 neurons per section and 3 sections per animal were analysed. The mean number per animals was calculated. The mean was averaged within the groups.

# Supplementary material for: RNA sequencing dataset describing transcriptional changes in cervical dorsal root ganglia after bilateral pyramidotomy and forelimb intramuscular gene therapy with an adeno-associated viral vector encoding human neurotrophin-3
**Source:** Data Brief. 2018 Oct 3;21:377–85. doi: 10.1016/j.dib.2018.09.099
**Supplement:** Supplementary file 1 — Transparency document

## AUTHOR DECLARATION TEMPLATE

We wish to draw the attention of the Editor to the following facts which may be considered as potential conflicts of interest and to significant financial contributions to this work. [OR]

We wish to confirm that there are no known conflicts of interest associated with this publication and there has been no significant financial support for this work that could have influenced its outcome.

We confirm that the manuscript has been read and approved by all named authors and that there are no other persons who satisfied the criteria for authorship but are not listed. We further confirm that the order of authors listed in the manuscript has been approved by all of us.

We confirm that we have given due consideration to the protection of intellectual property associated with this work and that there are no impediments to publication, including the timing of publication, with respect to intellectual property. In so doing we confirm that we have followed the regulations of our institutions concerning intellectual property.

We further confirm that any aspect of the work covered in this manuscript that has involved either experimental animals or human patients has been conducted with the ethical approval of all relevant bodies and that such approvals are acknowledged within the manuscript. **[CAN BE DELETED IF NOT RELEVANT]**

We understand that the Corresponding Author is the sole contact for the Editorial process (including Editorial Manager and direct communications with the office). He/she is responsible for communicating with the other authors about progress, submissions of revisions and final approval of proofs. We confirm that we have provided a current, correct email address which is accessible by the Corresponding Author and which has been configured to accept email from **(PLEASE CONFIRM WHAT E-MAIL ADDRESS YOU WISH TO INSERT HERE)**

Signed by all authors as follows:

**[LIST AUTHORS AND DATED SIGNATURES ALONGSIDE]**

# Supplementary material for: RNA sequencing dataset describing transcriptional changes in cervical dorsal root ganglia after bilateral pyramidotomy and forelimb intramuscular gene therapy with an adeno-associated viral vector encoding human neurotrophin-3
**Source:** Data Brief. 2018 Oct 3;21:377–85. doi: 10.1016/j.dib.2018.09.099
**Supplement:** Supplementary file 2 — Supplementary material

## Supplementary Tables

| 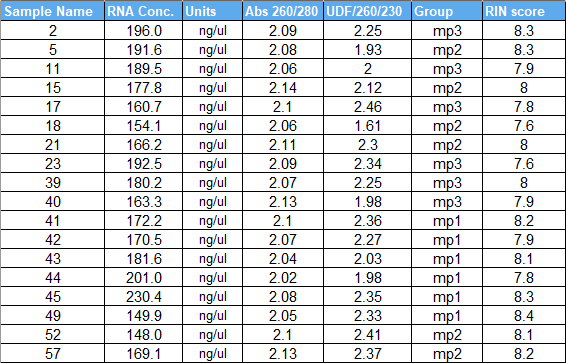  Supplementary Table 1: Table showing sample identification numbers submitted for RNA sequencing together with sample concentration (ng/ul), ratio of absorbance readings at 260nm/280nm and at 260nm/230nm, RIN score. Group mp1 = naïve; Group mp2 = bPYX+GFP; Group mp3 = bPYX+NT3. |
| --- |

Supplementary Table 2: Excel file containing count data for 15,075 poly(A) RNAs in cervical sensory ganglia with at least one mapped read. Sample names are as shown in Supplementary Table 1. Group means and standard deviations are shown.

Supplementary Table 3: Excel file showing counts per sample for 753 small RNAs. Sample names are as shown in Supplementary Table 1. Group means and standard deviations are shown for all samples and also when outlier sample #41 was omitted.

Supplementary Table 4: Excel file containing data for poly(A) RNAs in cervical sensory ganglia. Three comparisons are shown (one per worksheet); bPYX+GFP *versus* naïve; bPYX+NT3 *versus* naïve; bPYX+NT3 *versus* bPYX+GFP. Each list shows all poly(A) RNAs above the cut-off threshold, whether or not significantly regulated. Log_2_ fold change is positive when the first named group in that worksheet has higher expression level than the second named group in that worksheet (e.g., bPYX+NT3 *versus* bPYX+GFP).

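Each list of Supplementary Table 4 gives, per gene, the log2 fold change, the mean log2 CPM, the likelihood ratio, its p-value and the FDR, which is the p-value adjusted over the genes of that list. The genes are sorted by p-value. The paper's lists hold 11527 genes for bPYX+GFP versus naïve, 11597 for bPYX+NT3 versus naïve and 11567 for bPYX+NT3 versus bPYX+GFP, and the copy used here holds the first 1998, 460 and 0 of them, so no overlap was computed from it. The p-values in the copy reach 0.328 in the first list and 0.032 in the second.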

Supplementary Table 5: Excel file containing data for small RNAs in cervical sensory ganglia. Three comparisons are shown (one per worksheet); bPYX+GFP *versus* naïve; bPYX+NT3 *versus* naïve; bPYX+ NT3 *versus* bPYX+GFP. Each list shows all small RNAs above the cut-off threshold, whether or not significantly regulated. Table shows miRNA name, log_2_ fold change, log CPM, LR, PValue and FDR. Log_2_ fold change is positive when the first named group in that worksheet has higher expression level than the second named group in that worksheet (e.g., bPYX+NT3 *versus* bPYX+GFP). Sample #41 was omitted as it was an outlier.

# Supplementary material for: RNA sequencing dataset describing transcriptional changes in cervical dorsal root ganglia after bilateral pyramidotomy and forelimb intramuscular gene therapy with an adeno-associated viral vector encoding human neurotrophin-3
**Source:** Data Brief. 2018 Oct 3;21:377–85. doi: 10.1016/j.dib.2018.09.099
**Supplement:** Supplementary file 7 — Supplementary material

Supplementary Table 6: Sequencing identified 48 mRNAs and 18 small RNAs in cervical sensory ganglia whose expression levels were modified by bPYX+GFP *versus* the naïve group (p<0.05) and not by bPYX+NT3 *versus* bPYX+GFP (p>0.05).

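Of the 48 mRNAs of Supplementary Table 6, all 48 were tested here and changed in the paper's direction against naïve rats in both injured groups. The unadjusted p was under 0.05 in both comparisons for 47 of them in edgeR's quasi-likelihood test, and 40 of the 48 had an exact permutation p under 0.05 in both; all 47 had p over 0.05 between bPYX+NT3 and bPYX+GFP rats. In bPYX+GFP rats 44 of the 48 were lower than in naïve rats. The absolute log2 fold changes ranged from 0.22 to 1.14, with a median of 0.37. Adjusted over the list alone, 95 of its 96 comparisons were under 0.05, which is not independent evidence because the list was chosen on the same rats.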

# Supplementary material for: RNA sequencing dataset describing transcriptional changes in cervical dorsal root ganglia after bilateral pyramidotomy and forelimb intramuscular gene therapy with an adeno-associated viral vector encoding human neurotrophin-3
**Source:** Data Brief. 2018 Oct 3;21:377–85. doi: 10.1016/j.dib.2018.09.099
**Supplement:** Supplementary file 8 — Supplementary material

­­­

| Transcript name | Log_2_ fold change  (bPYX+GFP vs naïve) | log_2_ fold change  (bPYX+NT3 vs bPYX+GFP) |
| --- | --- | --- |
| Abca4 | 0.55 | -0.57 |
| Arg1 | -1.01 | 1.10 |
| Aurkb | -0.94 | 0.73 |
| Cdkn1a | -0.45 | 0.49 |
| Cldn11 | 0.36 | -0.53 |
| Crisp1 | -1.28 | 1.20 |
| Cxcl14 | -0.71 | 1.01 |
| Fmo3 | 0.78 | -0.79 |
| Frzb | 0.54 | -0.36 |
| Gas7 | -0.35 | 0.26 |
| Gfap | -0.70 | 1.26 |
| Gpnmb | 0.86 | -0.89 |
| Id1 | 0.60 | -0.45 |
| Loxl4 | -0.51 | 0.72 |
| Ly6g6e | -0.74 | 0.70 |
| Myo10 | -0.45 | 0.33 |
| Myof | 0.55 | -0.62 |
| Net1 | 0.23 | -0.28 |
| Nfil3 | -0.51 | 0.60 |
| Pdia5 | -0.32 | 0.35 |
| Plk2 | -0.29 | 0.25 |
| Plxdc1 | -0.49 | 0.56 |
| Ppl | 0.49 | -0.36 |
| Rasa3 | -0.26 | 0.31 |
| Rcan1 | -0.23 | 0.34 |
| Sdc1 | -0.53 | 0.52 |
| Sema4c | -0.33 | 0.40 |
| Sprr1a | -1.11 | 1.13 |
| Tgm1 | -1.21 | 1.45 |
| Upk1b | 0.64 | -0.68 |
| Zic2 | 0.38 | -0.51 |
| Zic5 | 0.73 | -0.66 |
| rno-let-7b-3p | 0.25 | -0.3 |
| rno-miR-145-5p | -0.45 | 0.35 |
| rno-miR-146b-5p | -0.6 | 0.36 |
| rno-miR-148a-3p | 0.77 | -0.66 |
| rno-miR-148b-3p | 0.63 | -0.61 |
| rno-miR-30d-3p | -0.4 | 0.31 |
| rno-miR-30e-3p | 0.45 | -0.26 |
| rno-miR-344b-1-3p | -0.53 | 0.34 |
| rno-miR-490-3p | -0.3 | 0.26 |

Supplementary Table 7: Sequencing identified 32 mRNAs and 9 small RNAs in cervical sensory ganglia whose expression levels were modified by pyramidotomy (bPYX+GFP versus naïve, p<0.05) and normalized by intramuscular NT3 treatment relative to pyramidotomy plus GFP (bPYX+NT3 versus bPYX+GFP, p<0.05).

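All 32 mRNAs of Supplementary Table 7 were tested in both comparisons and changed in the paper's directions. In edgeR's quasi-likelihood test the unadjusted p was under 0.05 for 23 of them between bPYX+GFP and naïve rats, for 25 between bPYX+NT3 and bPYX+GFP rats and for 22 in both. By the exact permutation tests 12 genes were under 0.05 in both. Of the 32, 20 were lower after injury. The absolute log2 fold changes ranged from 0.22 to 1.44, with a median of 0.55. Adjusted over the list alone, 13 of its 64 comparisons were under 0.05, and this list too was chosen on the same rats. With edgeR's likelihood ratio test, 25 genes had an unadjusted p under 0.05 in both comparisons. In the quasi-likelihood fits that each left out 1 rat, the number ranged from 12 (without rat 15) to 23 (without rat 23).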

# Supplementary material for: RNA sequencing dataset describing transcriptional changes in cervical dorsal root ganglia after bilateral pyramidotomy and forelimb intramuscular gene therapy with an adeno-associated viral vector encoding human neurotrophin-3
**Source:** Data Brief. 2018 Oct 3;21:377–85. doi: 10.1016/j.dib.2018.09.099
**Supplement:** Supplementary file 9 — Supplementary material

| Transcript name | Log_2_ fold change  (bPYX+NT3 vs bPYX+GFP) | Log_2_ fold change  (bPYX+NT3 vs naïve) |
| --- | --- | --- |
| Adipoq | -2.11 | -1.85 |
| Cpa3 | -0.53 | -0.88 |
| Egr1 | 0.49 | 0.76 |
| Mall | 1.15 | 0.90 |
| Map3k14 | 0.86 | 0.87 |
| Ncan | 0.31 | 0.48 |
| Prex2 | -0.28 | -0.38 |
| rno-miR-181c-5p | 0.53 | 0.5 |
| rno-miR-582-5p | 0.71 | 0.57 |
| rno-miR-193a-3p | 1.66 | 1.76 |
| rno-miR-137-3p | 0.4 | 0.71 |
| rno-miR-205 | 0.44 | 0.45 |
| rno-miR-22-3p | 0.45 | 0.36 |
| rno-miR-29a-5p | 0.64 | 0.55 |

Supplementary Table 8: Sequencing identified seven mRNAs and seven small RNAs in cervical sensory ganglia whose expression levels were modified by bPYX+NT3 *versus* bPYX+GFP (p<0.05) or bPYX+NT3 *versus* naïve (p<0.05) and not in bPYX+GFP versus naïve (p>0.05).

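The 7 mRNAs of Supplementary Table 8 had an unadjusted p under 0.05 in bPYX+NT3 rats against both other groups, in the paper's direction, and 4 of the 7 had an exact permutation p under 0.05 in both comparisons. Across the edgeR fits that each left out 1 rat, the number under 0.05 in both ranged from 4 to 7. It was 4 without rat 11, 18, 40 or 52. Adjusted over the list alone, 14 of 14 comparisons were under 0.05, again for genes chosen on the same rats. Against bPYX+GFP rats 3 were lower and 4 higher. Between bPYX+GFP and naïve rats, 5 of the 7 had a p over 0.05. *Mall* was not tested there, and *Cpa3* (NM_019300), with 51.9 ± 9.85 normalized counts (SD, n = 6) in naïve, 40.7 ± 6.42 in bPYX+GFP and 28.2 ± 9.18 in bPYX+NT3 rats, was already lower in bPYX+GFP rats by a log2 fold change of -0.35 (SE 0.162, unadjusted p = 0.0485, exact p = 0.0455, under 0.05 in 4 of 12 fits that each left out 1 rat). *Cpa3* was lower in bPYX+NT3 rats by -0.88 (SE 0.225, p = 0.00153, exact p = 0.00433) against naïve and -0.53 (SE 0.217, p = 0.0288, exact p = 0.0238, under 0.05 in 8 of 12 fits) against bPYX+GFP rats. *Ncan* (NM_031653) was higher in bPYX+NT3 rats, by 0.48 (SE 0.116, p = 0.00101, exact p = 0.00649) against naïve and 0.31 (SE 0.116, p = 0.0178, exact p = 0.0216) against bPYX+GFP rats. Without rat 57, which had the highest count of the bPYX+GFP rats, the latter was 0.40, with p under 0.05. *Prex2* (NM_001107899) was lower, by -0.38 (SE 0.130, p = 0.0113, exact p = 0.0281) and -0.28 (SE 0.129, p = 0.0450, exact p = 0.0823, under 0.05 in 3 of 12 fits).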

How the deposited data were processed for this re-analysis (not part of the article)

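Poly(A) RNA from the C6-C8 DRG of 18 rats was analysed, 6 rats in each of the naïve, bPYX+GFP and bPYX+NT3 groups, taken 10 weeks after injury in the injured groups. The authors aligned 50 bp paired-end reads to Rnor_6.0 with TopHat2, removed duplicate reads with Picard, counted reads per RefSeq identifier with HTSeq and deposited the counts, which are whole numbers that are not normalized. The deposited counts per rat and the authors' count table of all rats held identical values in 18 of 18 rats. The groups are those of the paper's Supplementary Tables 1 and 2; the recorded titles name another group for 17 rats, and that grouping was run as an alternative. The reads that HTSeq assigned to no gene were left out of library sizes and tests. They comprised a no-feature share of 33.3 ± 0.939% (SD over 18 rats), an ambiguous share of 2.95 ± 0.166% and a share mapping to several locations of 21.1 ± 0.799% of the read-pairs in the counts. The depth was 12808006 ± 1788004 read-pairs on genes per rat (SD over 18 rats), and between 13428 and 13873 genes had reads in a rat, so that for genes near 10 reads counting error alone is large.

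Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, estimateDisp, glmQLFit and glmQLFTest), with 2 groups per fit, no covariate and Benjamini-Hochberg adjustment over the genes with more than 10 reads in at least 6 of the 12 rats. The normalized class holds genes with an unadjusted p under 0.05 between bPYX+GFP and naïve rats and, in the opposite direction, between bPYX+NT3 and bPYX+GFP rats. The class that stayed dysregulated holds genes with p under 0.05 and the same direction in both injured groups against naïve rats and p over 0.05 between the injured groups. The class changed with NT3 only holds genes with p under 0.05 and the same direction in bPYX+NT3 rats against both other groups and p over 0.05 between bPYX+GFP and naïve rats. Single values were compared by two-sided exact permutation tests on log2 CPM (prior count 2), and correlations across rats by 100000 resamples. Means of 14 lists of marker genes were compared in the same way. The result of 1 of these lists is not reported here. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for these.

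The genes named are those of the paper's text, Fig. 2, Fig. 3 and Table 2, the 3 largest changes of each of Supplementary Tables 6, 7 and 8 (ranked by the first comparison each table lists, which the rule had left open), *Ntf3*, *Ntrk3* and *Ngfr*, and the 5 genes with the smallest p in each comparison. Genes whose reads could be divided between listed transcripts or near-identical copies are uncertain, since reads on several locations were not counted.

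The alternatives were edgeR's likelihood ratio test, DESeq2 1.42.0, DESeq2's size factors or library size alone in edgeR, 3 other filters on low counts, 1 fit over the 3 groups, robust estimation, the RIN score as a covariate, the groups of the recorded titles, other wordings of the classes, a prior count of 0.5 for the lists and leaving out each of the 18 rats. Another 4 were chosen after seeing the data, namely the likelihood ratio test with GLM tagwise dispersions, the same with library sizes that include unassigned reads, that with non-coding identifiers added, and the no-feature share as a covariate. For each count of genes, 100 splits of the rats into groups of the same sizes, the real one included, were fitted.

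The fits were tested on simulated data with 200 genes changed by a log2 fold change of 1. The quasi-likelihood test recovered 92.5% of them with 10 false calls among 11645 genes, and 4.89% of unchanged genes had an unadjusted p under 0.05. In the same simulation and number of genes, the false calls were 29 with the likelihood ratio test, 31 with DESeq2, 31 with GLM tagwise dispersions and 9 with the no-feature share as a covariate, and 1 fit over the 3 groups made 9 among 11784 genes. In the same order these fits recovered 97.5%, 97%, 97.5%, 93% and 94.5% of the changed genes. Between bPYX+NT3 and naïve rats, where no change was simulated, the likelihood ratio test made 3 false calls, DESeq2 4 and GLM tagwise dispersions 4 among 11703 genes, and the other 3 fits made 0. With no change simulated in any group, 111 genes fell into the normalized class, 99 into the class that stayed dysregulated and 106 into the class changed with NT3 only, of 11821 genes. The simulated genes varied independently of each other and of the no-feature share, whereas PC1 held 45.8% of the variance in the data. Random groupings of the real rats gave medians of 35, 26 and 36 genes in these classes. The simulated numbers and rates may therefore not carry over to these rats. Small RNAs, immunolabelling and the mouse data were not analysed here.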

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

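The tests of rat 57 and of *Ucp1* were chosen after the values of those rats had been seen. In each group of 6 rats, the gap between the highest or lowest rat and its nearest neighbour was divided by the range of the group and set against Dixon's critical value. Of 159 groups tested, 20 passed it, where 8 are expected by chance, and values of the same rat are not independent.

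Rat 57 accounts for 12 of the 20. It lay apart from the other bPYX+GFP rats in its no-feature share (31.7%), its ambiguous share (3.306%), its position on the first principal component (-43.38) and the normalized counts of *Bax* (148.2), *Egr1* (92.84), *Map3k14* (31.24), *Ncan* (342.8), *Ngfr* (5930), *Plxnb2* (750.7), *Sema4c* (411.5), *Sema4g* (251.7) and *Stx1a* (119.6). Its low share of reads outside annotated exons may account for these genes. In the 16 rats other than 57 and 11, their median correlation with the no-feature share within groups was -0.7937 (from -0.8722 to -0.3902), where all 14993 genes had a median of -0.07266 and 4.589% lay below -0.7937. What set the no-feature share of this rat apart was not tested. No biological explanation was tested, since the design names no condition in which rat 57 differs from its group. Without rat 57 the log2 fold change between bPYX+NT3 and bPYX+GFP rats was 0.39 for *Ngfr*, 0.54 for *Sema4c*, 0.42 for *Sema4g*, 0.93 for *Stx1a*, 0.61 for *Bax* and 0.38 for *Plxnb2*, each with an unadjusted edgeR p under 0.05, whereas with all rats each was over 0.05. Between bPYX+GFP and naïve rats it was -0.47 for *Sema4c* without rat 57, with p under 0.05 where it was over 0.05 with all rats, and -0.48 for *Sema4g*. For *Bax*, *Plxnb2* and *Stx1a* it was then -0.22, -0.11 and -0.36, with p over 0.05 with and without the rat.

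Rat 11 of the bPYX+NT3 group had the lowest no-feature share (30.85%), a high ambiguous share (3.406%) and the lowest count of *Sema5a* (3218). Rat 17 of the same group had high counts of *Gas7* (8539) and *Plk2* (1036). Without it their log2 fold changes between bPYX+NT3 and bPYX+GFP rats were 0.16 and 0.17, with an unadjusted p over 0.05. In naïve rats, rat 44 had a high count of *Leprot* (1124) and rat 42 of *Sdcbp2* (33.87). Without rat 42 the log2 fold change of *Sdcbp2* between bPYX+GFP and naïve rats was -0.37 in place of -0.68, both with p over 0.05, and without rat 57 it was -0.90, with p under 0.05. The calls of *Sema5a* without rat 11 and of *Leprot* without rat 44 did not change (log2 fold changes of -0.27 and -0.22 between bPYX+NT3 and naïve rats). No explanation was tested for these values of single rats.

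Rat 5 of the bPYX+GFP group had 134.9 normalized counts of *Ucp1*, where the other 17 rats had 1.296 or fewer. *Ucp1* was added to the values tested after its count had been seen. Brown fat left on the ganglia of rat 5 may be the source. Of 6 other brown fat genes listed, 4 had reads, and 2 of these 4 had their highest count in rat 5, *Cox8b* (8.509 against at most 2.647) and *Cpt1b* (86.3 against at most 45.44; one-sided binomial p = 0.01718). *Dio2* (26.74 against up to 34.27) and *Fabp3* (275.9 against up to 430.1) did not, and the other rats also express these, with medians of 24.09 and 263.1. Brown fat and a change within the ganglion cannot be told apart, because few of the listed genes had reads and 1 rat is concerned. No biological explanation was tested.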

How the results depend on the processing

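The alternatives with GLM tagwise dispersions or the no-feature share were chosen only after the data had been seen, and the others before the data were examined. No paired analysis was possible because each rat belongs to 1 group and no rat number is shared between groups.

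Of the alternatives chosen beforehand, leaving out rats apart, those within 1.5 times the reported number gave from 342 to 472 genes with an unadjusted p under 0.05 between bPYX+GFP and naïve rats (10 alternatives), from 587 to 859 between bPYX+NT3 and naïve rats (10) and from 184 to 266 between bPYX+NT3 and bPYX+GFP rats (9). They gave from 31 to 44 normalized genes (9), from 128 to 152 that stayed dysregulated (10) and from 28 to 34 changed with NT3 only (7). The adjusted number between bPYX+GFP and naïve rats, 0 (377 unadjusted), was 13 with the likelihood ratio test and 12 with DESeq2. With no filter, 315 genes had an unadjusted p under 0.05 between bPYX+NT3 and bPYX+GFP rats, 64 genes were normalized and 59 changed with NT3 only. With the RIN score as a covariate there were 391 genes in that comparison and 75 changed with NT3 only, and with 1 fit over the 3 groups 46 changed with NT3 only. By the legend of Supplementary Table 6 alone, 336 genes stayed dysregulated, and by that of Supplementary Table 8 with "or", 689 changed with NT3 only; both legends set fewer conditions. With adjusted p in place of each p the classes held 0, 0 and 0 genes (35, 133 and 30 unadjusted). With library size alone, 80.29% of the genes called between bPYX+NT3 and bPYX+GFP rats were higher, against 62.19%. The cause of the other changes was not tested. The lists of marker genes had 0 comparisons with an adjusted p under 0.05 (4 unadjusted), also with a prior count of 0.5 and without rat 41. In each of these settings a comparison that alone reached the smallest exact p had an adjusted p of 0.09093, so none could pass on its own. Genes near 10 reads are limited by depth, and *Mall* had too few reads for a test between bPYX+GFP and naïve rats.

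With GLM tagwise dispersions, alone, with unassigned reads in the library sizes or with non-coding identifiers too, 10 genes between bPYX+GFP and naïve and 6 between bPYX+NT3 and naïve rats had an adjusted p under 0.05. With the no-feature share as a covariate, 17 genes had an adjusted and 848 an unadjusted p under 0.05 between bPYX+GFP and naïve rats, 81 were normalized and 214 stayed dysregulated. Between bPYX+NT3 and naïve rats the unadjusted number fell with this covariate from 703 to 480. Between bPYX+NT3 and bPYX+GFP rats it was 225 against 201, and the adjusted number was 0 in both comparisons.

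Across the 18 fits that each left out 1 rat, the number of genes with an unadjusted p under 0.05 ranged from 272 (without rat 5) to 595 (without rat 57) between bPYX+GFP and naïve rats, and the adjusted number from 0 to 1 (1 without rat 57). Against naïve rats the bPYX+NT3 number ranged from 365 to 1387. It was from 365 to 433 without each of rats 11, 49, 44, 45 and 2, 1185 without rat 41 and 1387 without rat 23, with 0 adjusted. Against bPYX+GFP rats it ranged from 95 to 2291 (95 without rat 11, 112 without 15, 125 without 17, 127 without 18, 390 without 23 and 2291 without 57), with 0 adjusted. The normalized genes ranged from 18 to 203 (18 without rat 17, 22 without 5, 23 without 15, 55 without 52 and 203 without 57), those that stayed dysregulated from 91 to 177, and those changed with NT3 only from 12 to 274 (12 without rat 11, 15 without 15, 16 without 52, 16 without 2, 17 without 18, 49 without 39, 113 without 23 and 274 without 57).

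Of the 80 values of single genes reported, 60 had an unadjusted p under 0.05, and 37 of the 80 kept their direction and side of 0.05 in the alternatives chosen beforehand other than the recorded titles. Fits without 1 rat gave 942 values, of which 128 lost and 24 gained a p under 0.05 and 13 changed direction. The 13 were log2 fold changes of *Sema5a* between bPYX+NT3 and bPYX+GFP rats (from -0.10 to 0.068) and, between bPYX+GFP and naïve rats, of *Sema7a* (from -0.030 to 0.21), *Bax* (from -0.22 to 0.20), *Plxnb2* (from -0.11 to 0.17) and *Stx1a* (from -0.36 to 0.19), with the lowest value of the last 4 without rat 57. That of *Sema5a* was also 0.0072 with library size alone and 0.11 with the no-feature share as a covariate, with which *Bax* (-0.028) and *Stx1a* (-0.10) between bPYX+GFP and naïve rats were reversed too. The cause was not tested.

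With the groups of the recorded titles, which move 17 rats, 174 genes had an unadjusted p under 0.05 between bPYX+GFP and naïve and 330 between bPYX+NT3 and naïve rats (1 adjusted), 20 genes were normalized, 41 stayed dysregulated and 67 changed with NT3 only. By the running sample numbers of the authors' count table, these titles belong to other rats. This grouping therefore shows the effect of a mix-up of records rather than of a choice of method. Under these groups 54 of 76 log2 fold changes reversed. They were, for bPYX+GFP against naïve rats, *Sema5a* (0.21), *Plxdc1* (0.13), *Zbtb16* (0.84), *Flt4* (-0.37), *Stc1* (-0.27), *Bcl6b* (-0.19), *Col15a1* (0.029), *Emp2* (0.079), *Sema7a* (-0.16), *Ahr* (0.022), *Egr1* (-0.22), *Bax* (-0.19), *Plxnb2* (-0.20) and *Stx1a* (-0.075). For bPYX+NT3 against naïve rats they were *Sema5a* (0.42), *Sema7a* (-0.096), *Egr1* (-0.61), *Ngfr* (-0.23), *Zbtb16* (0.60), *Flt4* (-0.71), *Stc1* (-0.94), *Map3k14* (-0.57), *Cpa3* (0.55), *B3gnt5* (0.62), *L3hypdh* (0.16), *Leprot* (0.089), *Resp18* (-0.17), *Ncan* (-0.34) and *Prex2* (0.18). For bPYX+NT3 against bPYX+GFP rats they were *Sprr1a* (-0.17), *Sema4c* (-0.048), *Ahr* (-0.094), *Plxdc1* (-0.30), *Egr1* (-0.39), *Stac2* (-0.56), *Sdc1* (-0.025), *Sdcbp2* (-0.34), *Stx1a* (-0.30), *Rasgef1c* (-0.066), *Rtn4ip1* (-0.064), *Vgf* (-0.21), *Crisp1* (-0.15), *Tgm1* (-0.54), *Adipoq* (1.27), *Mall* (-0.60), *Map3k14* (-0.49), *Cpa3* (0.64), *Padi3* (-0.48), *Sema5a* (0.21), *Ncan* (-0.24), *Prex2* (0.051), *Bax* (-0.17), *Plxnb2* (-0.11) and *Ngfr* (-0.085).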

Differences from the paper's values

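The settings with GLM tagwise dispersions or the no-feature share were chosen after seeing the values. The paper gives 48 genes that stayed dysregulated, where 133 were found here. Of 31 alternatives set before the data were examined, the groups of the recorded titles (41 genes) closed the gap in number only and the other 30 did not. With the recorded titles, 4 of the 48 genes of Supplementary Table 6 had an unadjusted p under 0.05 in both comparisons, whatever their direction, against 47 with the groups used here. Supplementary Table 8 of the paper lists 7 genes dysregulated with NT3 only, where 30 were found here, and 0 of 31 alternatives set before the data were examined closed the gap.

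In the paper's Supplementary Table 4, 10 genes have an FDR under 0.05 between bPYX+GFP and naïve rats, where 0 (377 unadjusted) had an edgeR quasi-likelihood adjusted p under 0.05 here. Of 29 alternatives set before the data were examined, edgeR's likelihood ratio test (13 genes) and DESeq2 (12 genes) closed the gap in number and the others did not; the genes themselves were not compared with those of the table. With GLM tagwise dispersions, with or without unassigned reads in the library sizes and non-coding identifiers, settings chosen after seeing the values, the number was 10. Between bPYX+NT3 and naïve rats the paper's table gives 2 such genes, where 0 (703 unadjusted) were found here and 0 of the 29 alternatives closed the gap; these settings chosen after seeing the values gave 6. On simulated data with 200 changed genes, the likelihood ratio test made 29 false calls, DESeq2 31 and GLM tagwise dispersions 31, against 10 with the quasi-likelihood test, and where no change was simulated they made 3, 4 and 4 against 0. In the same order they recovered 97.5%, 97% and 97.5% of the changed genes, against 92.5% with the quasi-likelihood test. The simulated genes varied independently of each other, so these rates may not carry over to the rats.

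The paper's table has 298 genes with an unadjusted p under 0.05 between bPYX+GFP and naïve rats, against 377 here, which is within the limit set for a difference, and 298 with GLM tagwise dispersions, chosen after seeing the values. The paper gives 11528 genes over the detection filter, against 11601, 11693 and 11623 in the 3 comparisons, and 32 normalized genes against 35. In Fig. 3A, read by eye, the mean counts of *Sema4c* are about 370, about 260 and about 400, against unnormalized means of 374, 261.8 and 404.7.

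Of the 23 brackets in Fig. 2, 6 had an unadjusted p over 0.05 here. *Sprr1a* between bPYX+GFP and naïve rats was under 0.05 with the likelihood ratio test, the RIN covariate, and without rat 49 or 21. *Sema4c* in the same comparison was under 0.05 without rat 44, 45 or 57, and *Sdc1* without rat 49. Of the brackets between bPYX+NT3 and bPYX+GFP rats, *Sema4c* was under 0.05 with the likelihood ratio test, DESeq2, 1 fit over the 3 groups, the RIN covariate, and without rat 57, 23, 39 or 40. *Stx1a* was under 0.05 with the RIN covariate and without rat 57 or 39, and *Sdc1* without rat 23, 39 or 40. Brackets under 0.05 with all rats were over it in some of these settings, and the number of the 23 under 0.05 was 19 with the likelihood ratio test, 18 with DESeq2, 15 with the RIN covariate and 13 with 1 fit over the 3 groups. It was 17 without rat 49, 11 without rat 21, 18 without rat 44, 45 or 40, 19 without rat 57 or 23 and 20 without rat 39. Among settings chosen after seeing the values, GLM tagwise dispersions gave 22 of the 23 brackets under 0.05, all but *Sdc1* between bPYX+NT3 and bPYX+GFP rats, and 23 with unassigned reads in the library sizes, with or without non-coding identifiers. The no-feature covariate, also chosen after seeing the values, gave 16. It added *Sprr1a* and *Sema4c* between bPYX+GFP and naïve rats and *Stx1a*, and *Sprr1a*, *Egr1*, *Stac2* and *Sdcbp2* between bPYX+NT3 and bPYX+GFP rats were no longer under 0.05.

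Of the genes of Supplementary Tables 6 and 7, 47 of 48 and 22 of 32 had p under 0.05 in both comparisons. For Supplementary Table 7 the number was 25 with the likelihood ratio test and 23 with DESeq2, with no filter and without rat 23. It fell to 16 with 1 fit over the 3 groups. Across the fits that each left out 1 rat it ranged from 12 (without rat 15) to 23, with 14 without rat 5, 17 or 18. With GLM tagwise dispersions, chosen after seeing the values, the numbers were 48 and 30, with unassigned reads 48 and 32 and with non-coding identifiers too 48 and 31. With the no-feature covariate, also chosen after seeing the values, they were 48 and 17. All 179 log2 fold changes in the paper's Table 2 and Supplementary Tables 6, 7 and 8 lay within 1 SE of the values here (largest difference 0.0699).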

Other observations

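The tests of the first principal component other than that of gene length, of the spread of *Adipoq* and of the Supplementary Table 7 genes within groups, of listed transcripts and of the fit with the no-feature covariate were chosen only after the result was seen. So were the use of a partial correlation for library size and the rule by which a marker list was read as undecided.

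Other splits of the rats gave as many genes as the real groups. Of 100 splits of the 12 rats, the real one included, 34 gave at least 377 genes with an unadjusted p under 0.05 between bPYX+GFP and naïve rats, 18 gave at least 703 between bPYX+NT3 and naïve rats and 54 gave at least 201 between bPYX+NT3 and bPYX+GFP rats. The adjusted numbers were 0 in the real groups, so all 100 splits gave as many in each comparison, and 4, 0 and 1 other splits gave more. Of 100 groupings of the 18 rats, 51 gave as many normalized genes, 14 as many that stayed dysregulated and 54 as many changed with NT3 only. With the no-feature share in the model, 3 of 100 splits gave at least 17 genes with an adjusted p under 0.05 between bPYX+GFP and naïve rats and 19 gave at least 848 with an unadjusted p under 0.05. The adjusted number in that fit is thus beyond most other splits, as a hypothesis found and tested on the same rats.

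The number of genes varied from 60 to 5266 over the other splits between bPYX+GFP and naïve rats, and may follow how the sides of a split differ in the share of reads outside annotated exons. The Spearman's rho between that difference and the number of genes was 0.6558, 0.6826 and 0.7947 in the 3 comparisons. The splits with the most genes differed by 1.166, 1.249 and 1.18 percentage points, and the real groups by 0.08883, 0.6557 and 0.5668. Splits of the same 12 rats share libraries and are not independent. The log2 fold changes of bPYX+GFP and bPYX+NT3 rats against the same naïve rats had a correlation across genes of 0.5362, where 99 random groupings of the 18 rats gave a median of 0.4881 (95% of them from -0.1344 to 0.8594).

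Rats of every group were spread along the first principal component. The share of reads outside annotated exons, which could reflect unspliced RNA or DNA in the library, is a candidate source (r = 0.9447; 0.9127 after the total count was removed from both). That last value argues against library size as the whole cause, and the total count had r = -0.2319 (p = 0.3538) once the no-feature share was removed. RNA integrity had r = -0.09973, and the groups did not differ along it (smallest exact p = 0.1883). A bias related to gene length cannot be told apart from this share: the loading of a gene had a Spearman's rho of 0.274 with the length of its locus across 11143 genes, which are not independent replicates, and long loci also hold more intron. No biological explanation other than the groups was tested.

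*Adipoq* differed between rats of one group, and fat tissue left on the ganglia of some rats may account for this. Within groups its correlation with the mean of the 6 other adipocyte genes was 0.8494 (rho 0.8989; 0.8898 without rats 5 and 17) over 18 rats. For its lower level in bPYX+NT3 rats the question stays open, since the other genes were lower by -0.3966 against naïve rats (exact p = 0.1667) and -0.5603 against bPYX+GFP rats (exact p = 0.1494), less than the spread between rats. Of these genes *Lpl*, with a mean of 505.5 reads, is the more abundant and *Fabp4* has 107.

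Other lists bear on single genes, each without the genes that the paper picked from these libraries. They leave their hypotheses undecided because the remaining genes did not pass 0.05 in both comparisons. Fewer mast cells could explain the lower *Cpa3* in bPYX+NT3 rats: the other 4 mast cell genes were lower by -0.5007 against naïve rats (exact p = 0.002165, the smallest possible) and -0.2362 against bPYX+GFP rats (exact p = 0.1104). Of these, *Kit* (945.39 reads per rat) is the most abundant and *Cma1* (21.39), *Ms4a2* (33.56) and *Mcpt1l1* (47.72) are scarce. Less connective tissue could lower the collagen genes of Supplementary Table 6, which holds 3 of the 7 fibroblast genes. The other 4, among them *Dcn* (14977.33 reads per rat), differed by -0.0692 in bPYX+GFP rats (exact p = 0.6364) and -0.1793 in bPYX+NT3 rats (exact p = 0.2619).

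A nerve injury response in some naïve and bPYX+NT3 rats could account for *Sprr1a*. The 9 other genes of that list, among them *Gap43* (4365.11 reads per rat) and *Jun* (1181.61), differed by -0.1832 between bPYX+GFP and naïve rats (exact p = 0.671) and 0.4238 between bPYX+NT3 and bPYX+GFP rats (exact p = 0.2121). An immediate early response when the tissue was removed could raise *Egr1* in bPYX+NT3 rats. The 9 other genes, among them *Egr2* (1041 reads per rat) and *Dusp1* (795.61), differed by 0.2324 against naïve rats (exact p = 0.1991) and 0.1581 against bPYX+GFP rats (exact p = 0.2619). Glucocorticoid level could differ between groups and lower *Zbtb16*. The 7 other genes, among them *Tsc22d3* (5359.89 reads per rat), differed by 0.1358 in bPYX+GFP rats (exact p = 0.4264) and 0.2067 in bPYX+NT3 rats (exact p = 0.1429) against naïve rats, opposite in sign to *Zbtb16*. *Dusp1* and *Egr2* each stand on 2 of the 14 lists. These differences were smaller than the spread between rats, and a difference caused by injury or NT3 stays open for each.

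Over 42 comparisons of 14 marker lists, in which 110 of 146 listed genes had enough reads to be used, 4 had an exact unadjusted p under 0.05, of which 3 are given, and 0 had a Benjamini-Hochberg adjusted p under 0.05. The adjustment could not pass any comparison on its own. A comparison that alone reaches the smallest possible exact p, 0.002165, has an adjusted p of 0.09093. Mast cell genes (5 genes) were lower in bPYX+NT3 than in naïve rats by -0.5764 (exact p = 0.002165, adjusted p = 0.09093, lower in 6 of 6) and in bPYX+GFP rats by -0.277 (exact p = 0.04978, adjusted p = 0.2909, lower in 5 of 6). Nociceptive neuron genes (8) were higher in bPYX+NT3 than in naïve rats by 0.2075 (exact p = 0.03247, adjusted p = 0.2909, higher in 6 of 6). For the other lists given, the comparison with the smallest exact p follows. Against naïve rats, bPYX+NT3 rats differed by 0.2701 in endothelial cell genes (exact p = 0.06926), -0.2531 in fibroblast genes (exact p = 0.06061), 0.2855 in immediate early genes (exact p = 0.1147, higher in 6 of 6), 0.4081 in skeletal muscle genes (exact p = 0.1688) and -0.5255 in erythrocyte genes (exact p = 0.3268). Relative to bPYX+GFP rats they differed by 0.1501 in proprioceptive neuron genes (exact p = 0.0671), -0.6883 in adipocyte genes (exact p = 0.1385), 0.4631 in injured-neuron genes (exact p = 0.2035), 0.1968 in macrophage or microglia genes (exact p = 0.4827) and 0.094 in glucocorticoid response genes (exact p = 0.5281). Satellite glial cell genes differed by -0.2059 between bPYX+GFP and naïve rats (exact p = 0.06061). Without rat 41 the immediate early genes differed between bPYX+NT3 and naïve rats by 0.3832 (exact p = 0.04113, adjusted p = 0.3209).

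The genes of Supplementary Table 7 that were lower in bPYX+GFP rats may follow a nerve injury response that varies between rats of every group. Within groups, the median correlation of 19 of these genes with the mean of 9 injured-neuron genes was 0.5048, against 0.09033 in random sets (share as high 0.0001, the smallest that 10000 sets can give), and 0.4745 against 0.00799 once the no-feature share was removed. A biological difference between the groups in this response stays open.

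Reads shared by transcripts of one gene may have been counted for none of them. Of 485 genes with 2 or more listed transcripts, 338 (69.69%) had 10 reads or fewer per rat, against 28.63% of 15223 genes with 1 (Fisher's exact p = 2.91e-75, genes not being independent replicates). *Ntrk3*, the NT3 receptor TrkC (3 listed transcripts), and *Ntf3* (4) had 0 reads in all rats, as had *Tac1* (4) and *P2rx3* (2), so changes in these genes were not detectable. *Ntrk2* (2 transcripts, 94655 reads in all rats) is an exception. *Tac1*, *P2rx3* and *Ntrk2* were chosen after their values were seen. No biological explanation was tested. *Ngfr* (NM_012610, 1 transcript, 4450 reads per rat) was higher in bPYX+NT3 than in naïve rats by a log2 fold change of 0.34 (SE 0.135, unadjusted edgeR p = 0.0243), which the exact permutation test did not place under 0.05 (exact p = 0.0693).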
